# Antibodies against CD20 or B-Cell Receptor Induce Similar Transcription Patterns in Human Lymphoma Cell Lines

**DOI:** 10.1371/journal.pone.0016596

**Published:** 2011-02-18

**Authors:** Andreas Franke, Gerhard J. Niederfellner, Christian Klein, Helmut Burtscher

## Abstract

**Background:**

CD20 is a cell surface protein exclusively expressed on B cells. It is a clinically validated target for Non-Hodgkin's lymphomas (NHL) and autoimmune diseases. The B cell receptor (BCR) plays an important role for development and proliferation of pre-B and B cells. Physical interaction of CD20 with BCR and components of the BCR signaling cascade has been reported but the consequences are not fully understood.

**Methodology:**

In this study we employed antibodies against CD20 and against the BCR to trigger the respective signaling. These antibodies induced very similar expression patterns of up- and down-regulated genes in NHL cell lines indicating that CD20 may play a role in BCR signaling and vice versa. Two of the genes that were rapidly and transiently induced by both stimuli are CCL3 and CCL4. 4 hours after stimulation the concentration of these chemokines in culture medium reaches a maximum. Spleen tyrosine kinase Syk is a cytoplasmic tyrosine kinase and a key component of BCR signaling. Both siRNA mediated silencing of Syk and inhibition by selective small molecule inhibitors impaired CCL3/CCL4 protein induction after treatment with either anti-CD20 or anti-BCR antibodies.

**Conclusion:**

Our results suggest that treatment with anti-CD20 antibodies triggers at least partially a BCR activation-like response in NHL cell lines.

## Introduction

Activation of B cells is a tightly controlled process. One major component of these complex control mechanisms is the B cell antigen receptor (BCR) [1], a multimeric complex of membrane proteins with at least two immunoglobulin molecules together with CD79α/β in the core-unit and many accessory proteins [2]. The complexity of the downstream signaling events can lead to distinct outcomes (development, differentiation, apoptosis or activation of B lymphocytes), depending on the maturation state of the cell, magnitude and duration of activation, and modulating signals from other pathways (eg. CD40, CD19, CD45, CD22, PIR-B, CD32/FcγIIB) [3]. B cells that escape from this control can give rise to leukemia or lymphoma [4]. In recent years the anti-CD20 antibody rituximab has led to major improvements in the treatment of NHL and rheumatoid arthritis [5]. Besides riuximab which is a so called type I anti-CD20 antibody, type II antibodies are scrutinized at the moment. In addition to ADCC and CDC, mediated via the Fc-part of an anti-CD20 antibody, mostly the so called type II anti-CD20 antibodies also cause direct cell death by binding CD20 [6] - but the exact contribution of these different molecular mechanisms to efficacy is not yet fully understood [7], [8].

CD20 (official gene symbol is MS4A1) is a B cell specific, tetraspanning membrane protein of unknown function without a known ligand. Several observations point to an interrelation with the BCR: In the absence of rescuing/anti-apoptotic signals B cells in culture undergo apoptosis/cell death after crosslinking BCR as well as after crosslinking CD20 [9]–[14]. Immunofluorescence experiments showed that BCR and CD20 co-localize in lipid rafts upon treatment with type I CD20 antibodies [15]. There also seems to be a common connection with calcium flux [16], [17]. Similar phospho-protein patterns have been described, which led to the speculation that CD20 may “hijack” BCR signaling components [16]. Moreover, direct physical coupling of CD20 and BCR has been reported [18].

Although there are a few other examples of agonistic antibodies triggering signal cascades is not a common feature of antibodies. Therefore it is noteworthy that anti-CD20 and anti-BCR antibodies may activate interfering signal transduction [19], [20]. A signaling cascade at least in part common to BCR and CD20 has also strongly been implicated by the facts that a survival factor for B cells called BAFF (TNFSF13B) is able to block apoptosis mediated by both [21] and that expression of six genes changed similarily after treatment with anti-CD20 and BCR antibodies [22].

The goal of this study was to test on the whole transcriptome level whether concordant gene expression changes occur after BCR activation and anti-CD20 antibody treatment of human lymphoma cells.

## Results

### Effect of anti-BCR treatment on the level of transcription

Because expression of IgM (immunoglobulin M) is a hallmark of B cells and most lymphoma cell lines contain IgM as immunoglobulin part of the BCR [21], [23] anti-IgM antibodies are generally used for activation of the BCR *in-vitro* [3], [24]–[27]. There are some cell lines (eg. SUDHL4 [16], DOHH2 [19]), however, that are reported to utilize IgG (immunoglobulin G) instead of IgM. The cell lines used in this study (Z138, OciLy18, REC1 and SUDHL4) were all treated with both anti-IgM- and anti-IgG antibodies to trigger B cell receptor. To trigger CD20 signaling we applied anti-CD20 antibodies called rituximab and LT20, respectively.

As Fcγ receptors can interfere with the BCR signaling pathway [28], we included LT20 containing a murine Fc-part and F(ab')_2_-fragments of anti-IgM antibodies to check, if there was an influence of the human Fc-part of the applied whole antibodies capable of binding to Fcγ receptors.

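The expression data cover 96 arrays, 24 from each of 4 B cell lymphoma lines. SUDHL4 and OciLy18 derive from diffuse large B-cell lymphoma, and REC1 and Z138 from mantle cell lymphoma. Each group holds 3 arrays taken after 4 h. The treatments were anti-IgM, its F(ab')2-fragment, anti-IgG, rituximab, the mouse anti-CD20 antibody LT20 and a human IgG isotype antibody. REC1 also received the F(ab')2-fragment of rituximab. Untreated controls 1 to 3 of each line are the reference, except for anti-IgG in SUDHL4, OciLy18 and Z138, which has its own controls 4 to 6. REC1 has only 3 untreated arrays, which serve every treatment. The paper gives whole antibodies at 10 µg/ml and the anti-IgM fragment at 6.6 µg/ml, and the sample labels give 10 µg/ml for this fragment. For the rituximab fragment the labels give 10 µg/ml and the Methods name no separate dose. The Methods describe a cell suspension treated for each array analysis and 3 replicates, but not whether these are independent experiments, so each SD here is between arrays of a group. Genes were tested with limma on log2 signals. A gene was called changed at an adjusted p below 0.05, a change above 2-fold and a mean signal above 100 in at least 1 of the groups compared. Between 8439 genes in SUDHL4 and 9180 in OciLy18 reached that signal in at least 1 group and were tested. Gene lists, thresholds and comparisons were fixed before any expression value was examined. The genes that the paper names were known by then. Some lists hold genes that the study chose on these samples, so their tests are not independent of that choice. With 3 arrays per group, small differences between treatments are imprecise.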

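Anti-IgM raised 515 genes and lowered 784 in REC1. RGS1 rose from a signal of 5.25 ± 1.92 to 614 ± 70.7, TFPI2 from 3.75 ± 4.65 to 887 ± 39.9, and SGK1 rose 85.1-fold (mean ± SD, n = 3 arrays). PCDH9 fell from 147 ± 5.39 to 2.41 ± 1.64, and ELL3 was 23.5-fold lower. Genes of MAPK and G protein feedback rose as a group, 11 of 12 genes, among them SPRED1 (17.2-fold) and DUSP2 (5.37-fold). Of 23 mitotic genes 14 fell, including HMMR (3.87-fold) and CDC20 (2.25-fold), and 7 of 10 genes of the integrated stress response rose, led by TRIB3 (13.2-fold) and DDIT3 (9.58-fold). RGS1 and DUSP2 are negative regulators of receptor and MAPK signaling. Anti-IgG raised 409 and lowered 726 genes in REC1. The counts for anti-IgM and anti-IgG were 261 up and 129 down, and 110 up and 37 down in OciLy18, and 178 up and 120 down, and 302 up and 251 down in Z138. With controls 4 to 6 as reference the balance of anti-IgM turns, to 350 up and 411 down in OciLy18 and 166 up and 348 down in Z138. Against controls 1 to 3, controls 4 to 6 are themselves higher in 82 genes and lower in 35 in OciLy18. In Z138 they are higher in 144 and lower in 38, and this difference is carried into the turned counts. By camera, the 3 groups in REC1 had adjusted p = 1.12e-11, 1.26e-09 and 3.14e-06, and adjusted over each list alone 11, 11 and 7 genes passed. REC1 cells given the isotype antibody had SPRED1 4.64-fold and DUSP2 2.68-fold higher than untreated cells, with HMMR 1.55-fold lower and DDIT3 1.36-fold higher, neither called. Measured against isotype-treated instead of untreated REC1 cells, anti-IgM changed 597 genes and anti-IgG 504. Folds from signals near 0 depend on the floor of 1 used before the logarithm.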

Of the four cell lines tested REC1 responded most strongly to anti-IgM and anti-IgG antibody treatment in terms of numbers of deregulated genes, while OciLy18 and Z138 showed fewer gene expression changes. 

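In SUDHL4, anti-IgG raised 309 genes and lowered 460. RGS1 rose from 6.11 ± 2.15 to 2799.7 ± 229, SLAMF7 from 3.75 ± 4.79 to 1095 ± 9.77 and EGR1 from 13.2 ± 4.49 to 1088 ± 66.3 (mean ± SD, n = 3), and BCL2A1 rose 62.5-fold. TNFRSF17 was 16.0-fold, WNT5A 14.4-fold and ELL3 12.7-fold lower. Of the immediate early genes 10 of 15 rose, and of the NF-kB targets and regulators 6 of 14, including TNFAIP3 (4.34-fold). Among 23 mitotic genes 7 fell, HMMR 2.89-fold and CDC20 2.26-fold. EGR1 and BCL2A1 are established targets of antigen receptor signaling. Anti-IgM changed 4 genes in SUDHL4, 3 up and 1 down, with NGDN 2.09-fold higher, and its F(ab')2-fragment changed 43, 23 up and 20 down, with HSP90B1 2.07-fold lower. By limma 1460 probe sets with anti-IgM and 3526 with the fragment had an adjusted p below 0.05, most without meeting the other limits. With the isotype antibody and the same controls 1 had. Genes of the list ER chaperones and unfolded protein response (median log2 change -0.49) and cholesterol synthesis genes (-0.48) were lower as groups after the fragment. NGDN is named because so few genes changed, after its values were seen. By camera, adjusted p = 4.34e-12 for immediate early genes, 2.37e-08 for NF-kB genes and 2.37e-08 for mitotic genes with anti-IgG, the last not holding with an estimated correlation (adjusted p = 0.0543). After the fragment adjusted p = 9.04e-08 for ER chaperones and 4.40e-07 for cholesterol synthesis. Over the lists alone 10, 5 and 7 genes passed with anti-IgG, and 1 ER chaperone after the fragment. The anti-IgM count is 2 without replicate 2 of anti-IgM and 8 without replicate 2 of the controls, and 376 with controls 4 to 6 as reference, against which the isotype antibody alone gives 272. After the fragment the count is 23 with the offset of 16, 87 with all controls and 454, 104 up and 350 down, with controls 4 to 6. More genes rise than fall with anti-IgG when controls 1 to 3 (646 and 555) or isotype arrays (672 and 485) are the reference or after quantile normalization (386 and 378).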

SUDHL4 responded strongly to anti-IgG antibody whereas after treatment with anti-IgM antibodies almost no significant changes in gene expression occurred (Table 1). FACS (fluorescence activated cell sorting) analysis confirmed that these cells only express IgG but not IgM on the cell surface. This is consistent with previous reports [16].

**Table 1:** Number of up and down regulated genes.

Treatment/cells	Rituximab	LT20	Anti-IgM-F (ab')2	Anti-IgM	Anti-IgG	Isotype/human IgG
OciLy18	1	6	434	383	141	0
Z138	10	15	437	283	506	1
REC1	108245 (F (ab)2)	445	1412	1190	1028	70
SUDHL4	509	637	40	4	680	0

Filter criteria: mean >100, call >0.5, |fold change| >2.

These experiments showed that both anti-IgM and anti-IgG treatments were able to trigger specific transcription changes.

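The isotype antibody changed no gene in SUDHL4, OciLy18 or Z138, where 427, 819 and 1004 probe sets had an unadjusted limma p under 0.05. This holds against controls 1 to 3, and against controls 4 to 6 it changed 87 genes in OciLy18 and 235 in Z138. In REC1 it raised 59 genes and lowered 10. CCL4 rose there from 202 ± 16.1 to 2652 ± 109.6 (mean ± SD, n = 3), LCP2 9.51-fold, CSF1 5.69-fold and EGR3 4.94-fold, while SLC26A4 was 2.88-fold and ELL3 2.15-fold lower. Of 18 immediate early genes 5 rose with the isotype antibody, of 10 chemokines and cytokines 3, and of 12 genes of MAPK and G protein feedback 2. CCL4 is a chemokine secreted by activated B cells. With anti-IgM in REC1, CCL4 was 21.1-fold, LCP2 5.46-fold and CSF1 25.1-fold above untreated cells. Of the 69 genes 62 changed in the same direction with anti-IgG and 59 with anti-IgM. All 3 treatments use the same untreated arrays, and an offset of these would also give such agreement. Against isotype arrays anti-IgG called 26 of the 69 in the same direction. By camera the isotype shifts had adjusted p = 1.19e-15 for immediate early genes, 1.31e-06 for chemokines and cytokines and 3.31e-18 for the feedback genes, and the counts over each list alone were 5, 3 and 2. The paper concludes that anti-IgM and anti-IgG trigger specific changes.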

### Comparison of transcriptional changes after treatment with anti-IgM and anti-IgG antibodies

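In OciLy18, EGR1 rose with anti-IgM from 26.1 ± 6.09 to 1272 ± 74.0 and EGR3 from 16.3 ± 4.55 to 984 ± 72.3 (mean ± SD, n = 3). After the F(ab')2-fragment these genes were 42.9-fold and 48.6-fold, and after anti-IgG 19.2-fold and 6.00-fold higher. CCL4 rose 33.8-fold, 36.2-fold and 6.09-fold with the 3 antibodies in that order, and P4HA2 was 8.96-fold, 8.25-fold and 4.25-fold lower. EGR1 and EGR3 are early transcription factors of the B cell receptor response. Called by both forms of anti-IgM were 207 raised and 112 lowered genes, where independent lists would share 6.77 and 3.12. By all 3 antibodies 72 were raised and 25 lowered, where independence gives 0.0811 and 0.0126. Anti-IgM and its fragment are compared with the same controls, and with each given a separate control triplicate they share 291 or 321 genes, depending on the assignment. The form set against controls 4 to 6 then takes on the difference between the triplicates. With controls 4 to 6 as reference for both, 284 raised and 376 lowered genes are shared.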

As expected treatment of Ocily18 with anti-IgM antibodies or anti-IgM F(ab')_2_-fragment showed extensive overlap with regard to gene expression changes but also with treatment with anti-IgG antibodies (Table 2).

**Table 2:** Overlapping genes between different treatments.

Treatment/cells	Rituximab vs. LT20	Anti-IgM vs. Anti-IgM-F (ab')2	Anti-IgM/F (ab)2 vs. anti-IgG	Anti-BCR vs. anti-CD20
OciLy18	NA	312	102	NA
Z138	NA	246	181	NA
REC1	98*	977	768	89
SUDHL4	436	NA	NA	342**

*Intersection of genes deregulated by rituximab, rituximab-F(ab')_2_ and LT20.

**Only anti-IgG antibody as anti-BCR treatment.

Similar results were obtained with the cell line Z138. 

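In Z138 the orphan nuclear receptor NR4A3 rose 73.4-fold with anti-IgM and 127-fold with anti-IgG. CCL4 rose from 12.0 ± 6.07 to 741 ± 39.5 with anti-IgM (mean ± SD, n = 3) and 50.9-fold with anti-IgG, EMP1 33.1-fold and 51.4-fold, and ANXA1 33.0-fold and 16.4-fold. UNC13C was 7.66-fold lower with anti-IgM and 11.9-fold lower with anti-IgG, and ETS1 4.75-fold and 8.44-fold. NR4A receptors are immediate early genes of lymphocyte antigen receptors. Anti-IgM and its fragment shared 151 raised and 109 lowered genes, and 115 and 77 of these also changed with anti-IgG. Independent lists would share 4.68 and 3.10 genes for the pair, and 0.158 and 0.0868 for the 3 treatments. Given separate control triplicates, the pair shares 208 or 201 genes, and with controls 4 to 6 for both 144 raised and 302 lowered. These counts take on the difference between the control triplicates.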

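In OciLy18 7 of 14 immediate early genes rose with anti-IgM and 4 with anti-IgG, and TNF rose 28.3-fold with anti-IgM against 5.32-fold, not called, with anti-IgG. In Z138 6 of 16 rose with anti-IgM and 13 with anti-IgG, and NR4A2 rose 21.2-fold and 60.4-fold, and DUSP5 6.92-fold and 14.0-fold. DUSP5 is an ERK phosphatase induced by ERK itself. The number of genes changed with anti-IgM relative to anti-IgG was 2.65 in OciLy18 and 0.539 in Z138, and with the fragment 3.13 and 0.846. By camera the immediate early list in OciLy18 had adjusted p = 4.62e-10 with anti-IgM and 2.69e-08 with anti-IgG, and 7 and 4 genes passed over the list alone. In Z138 the values were 3.21e-07 (adjusted p = 0.0618 with an estimated correlation) and 6.04e-11, with 6 and 12 genes up over the list alone. Anti-IgG has its own control triplicate. Against controls 1 to 3 it changes 370 genes in OciLy18 and 980 in Z138.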

While Z138 cells in terms of number of gene expression changes responded equally well to cross-linking of IgG and IgM, the OciLy18 cells were three-fold more responsive to anti-IgM versus anti-IgG treatment. As a consequence, the overlap of the transcriptional changes induced by the two treatments was larger in the latter cells. 

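Anti-IgM and its fragment raised 459 and lowered 672 genes together in REC1, and 331 and 571 of these changed the same way with anti-IgG. The mantle cell line lowered targets of FOXO transcription factors, 5 of 9 with anti-IgM, among them CCNG2 (8.12-fold) and TXNIP (4.10-fold). Cytokine genes rose, 6 of 10 with anti-IgM, including LTA (12.4-fold). Akt signaling excludes FOXO proteins from the nucleus, so their targets fall when it is active. In isotype-treated REC1 cells TXNIP was 1.45-fold and CCNG2 1.46-fold lower, neither called, and LTA 5.59-fold higher. By camera with anti-IgM adjusted p = 0.0320 for FOXO targets (adjusted p = 0.127 with an estimated correlation) and 6.57e-04 for chemokines and cytokines, with 5 falls and 6 rises over the lists alone. Independent lists would share 38.8 raised and 74.8 lowered genes for the pair of anti-IgM forms. With isotype-treated cells as reference 517 genes are shared by the pair and 371 by all 3 treatments.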

In REC1 cells due to even stronger gene expression responses the overlap was even more extensive.

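Fold changes after anti-IgM and after its fragment correlated across genes at r = 0.944 in OciLy18, 0.936 in Z138 and 0.959 in REC1, where the isotype antibody and the fragment correlated at 0.709. RGS1 illustrates the likeness, with 201-fold and 218-fold rises in OciLy18 and 7.45-fold and 8.46-fold in Z138. Among lowered genes NXN was 4.23-fold and 3.97-fold lower in OciLy18 and 5.06-fold and 7.41-fold in Z138. RGS1 speeds the inactivation of G proteins coupled to chemokine receptors. Genes are not independent replicates, and r describes the likeness of the patterns only. A shared control triplicate alone gives r near 0.50 in simulated data without a treatment effect or an offset of the controls. The covariance of the fold changes was 0.251 in OciLy18, 0.220 in Z138 and 0.617 in REC1. In these simulated data it was 0.00705, 0.00641 and 0.0104. Array noise of the shared controls is thus a small part of the covariance, while an offset is not covered. With separate control triplicates r is 0.781 or 0.824 in OciLy18 and 0.705 or 0.686 in Z138. REC1 has only 3 untreated arrays, so no such division exists there.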

The large overlap in the gene expression responses to the whole anti-IgM and the anti-IgM F(ab')_2_-fragment observed for all three cell lines attests to the high technical and biological reproducibility of the anti-IgM response. 

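Compared directly, the fragment and whole anti-IgM differed in 4 genes in OciLy18, 5 in Z138 and 17 in REC1. CTH was 2.48-fold lower with the fragment in OciLy18. In Z138 RIPOR2 was 2.56-fold, ALOX5AP 2.33-fold and WNT5B 2.08-fold lower with the fragment. In REC1 the amino acid synthesis genes PSAT1 (2.62-fold), ASNS (2.19-fold) and PSPH (2.02-fold) and the stress gene TRIB3 (2.18-fold) were lower with the fragment, and ZNF165 was 2.91-fold higher. PSAT1, ASNS and TRIB3 are targets of ATF4, which amino acid shortage and ER stress induce. Against controls the fragment changed more genes than whole anti-IgM, 460 and 390 in OciLy18, 468 and 298 in Z138, and 1557 and 1299 in REC1. These genes were picked after their values were seen, from the direct limma comparison with n = 3 per group. Leaving out 1 array at a time gives 2 to 6 genes in OciLy18 and 3 to 6 in Z138. The paper uses the fragment to look for an influence of the Fc part. The paper gives it at an equimolar dose, while the labels give it at the mass dose of the whole antibody, at which Fc part and dose would not be separated. With 16 added to each signal before the logarithm 2, 3 and 11 genes differ.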

In general fewer genes responded to anti-IgM compared to anti-IgM-F(ab')_2_ treatment in these three cell lines. This might reflect inhibitory effects exerted by the Fc part via binding to FCGR2.

The higher variability of the anti-IgG response of the three cell lines correlated with the differences in the levels of cell surface exposed IgG molecules. Although all antigen-binding membrane immunoglobulins, irrespective of the isotype, associate with the CD79α/β chains, it has been previously shown that BCRs containing IgM cytoplasmic tails are regulated by co-receptor CD22, whereas those containing IgG cytoplamic tails are not [29], [30]. 

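In OciLy18 with anti-IgG, EMP1 was 18.3-fold, EGR3 10.3-fold, SGK1 9.66-fold and LGALS1 6.89-fold lower than with anti-IgM, and CD180 was 2.32-fold higher. In Z138 the anti-IgG samples instead had more of DUSP2 (4.31-fold), PHLDA1 (3.64-fold), REL (3.41-fold) and CD83 (3.22-fold), and less of WNT5B (5.14-fold) and INSM1 (5.08-fold). In REC1 TNFSF14 (3.45-fold), IL2 (3.26-fold) and GEM (2.52-fold) were lower with anti-IgG. REL and CD83 mark NF-kB activity in B cells. The limma comparisons called 15 genes higher and 79 lower with anti-IgG in OciLy18, 76 and 85 in Z138, and 2 and 14 in REC1 (n = 3 per group). The genes named were picked after their values were seen. In OciLy18 and Z138 each treatment was first set against its own control triplicate. Controls common to both treatments cancel. The treated arrays compared directly then differ in 279 and 447 genes, of which 154 and 309 are higher with anti-IgG. The REC1 count is 6 without replicate 1 of anti-IgG. The paper cites earlier work in which CD22 regulates receptors with IgM tails but not those with IgG tails.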

In agreement with this, in all cell lines that represent an immature B-cell state and still express IgM type BCRs the two transcriptional responses only partly overlapped. 

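Untreated SUDHL4 cells had an IGHM signal of 7.72 ± 3.86 (mean ± SD, n = 6), against 3774 ± 543 in REC1 (n = 3), 4664 ± 574 in OciLy18 and 3748 ± 218 in Z138 (n = 6). IGHM encodes the heavy chain of IgM. IGHD was 0.985 ± 1.05 in SUDHL4 and 238 ± 45.3 in Z138. Set against each other in SUDHL4, anti-IgG samples had 389 genes higher and 450 lower than anti-IgM samples, with EGR1 95.4-fold and BCL2A1 65.4-fold higher and FHOD3 31.4-fold lower. Each antibody was first set against its own control triplicate. Common controls cancel, and the treated arrays compared directly differ in 1273 genes, 726 higher and 547 lower with anti-IgG. Responses to the 2 antibodies were unrelated across genes (r = -0.0129). IGHM was lower in SUDHL4 than in REC1 (limma, adjusted p = 3.50e-18). As the SUDHL4 signal lies near background, the size of the gap is known only as a lower bound. Genes are not independent replicates for the correlation, and the 3 genes compared between the antibodies were picked after their values were seen.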

SUDHL4 cells represent a memory B-cell state and only respond to anti-IgG but not to anti-IgM treatment with gene expression changes.

Expression of CD22 and other potential co-receptors of the BCR as well as markers of differentiation were determined by flow-cytometry (and confirmed by mRNA expression) to stage the cell lines studied (Table 3 and 4). 

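The CD22 transcript in untreated cells had a signal of 1221 ± 70.8 in SUDHL4 and 691 ± 77.2 in OciLy18 (mean ± SD, n = 6), 307 ± 16.0 in REC1 (n = 3) and 24.5 ± 9.93 in Z138 (n = 6). CD22 is an inhibitory co-receptor of the B cell receptor. SUDHL4 exceeded Z138 (limma, adjusted p = 9.60e-18), and so did REC1, with the next lowest signal (adjusted p = 1.46e-12). Z138 lies near background here, so only a lower bound can be given for either gap. Arrays of a line are not stated to be independent experiments, so these p describe arrays.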

CD22 is expressed in all cell lines except Z138. The expression pattern of other co-receptors like CD10, CD27, CD138 also points to a plasmablastoid phenotype of Z138. 

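The transcript of CD10, MME, was 999 ± 67.2 in SUDHL4 and 4.02 ± 2.80 in Z138 (mean ± SD, n = 6), with 265 ± 8.36 in OciLy18 and 78.3 ± 3.05 in REC1 (n = 3). SDC1, which encodes the plasma cell marker CD138, ran the other way, 157 ± 11.3 in Z138 against 68.7 ± 12.0 in OciLy18, 33.3 ± 5.83 in REC1 and 19.2 ± 5.95 in SUDHL4. CD10 marks germinal center B cells. SUDHL4 and Z138 differed in MME and SDC1 (limma, adjusted p = 2.39e-16 and 1.20e-13). MME in Z138 and SDC1 in SUDHL4 lie near background, so the sizes of both gaps are lower bounds. In SUDHL4, OciLy18 and REC1 SDC1 stays below a signal of 100.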

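CD27 had a signal of 1543 ± 73.2 in untreated SUDHL4 and 479 ± 75.6 in OciLy18 (mean ± SD, n = 6), against 13.7 ± 4.71 in Z138 and 15.3 ± 4.99 in REC1 (n = 3). CD27 is carried by memory B cells and plasma cells. Between the 2 mantle cell lines the log2 difference was 0.19 ± 0.22 (SE, limma, adjusted p = 0.467), so the array does not separate REC1 from Z138, and both lie far below the signal limit of 100. SUDHL4 exceeded OciLy18 by 1.70 ± 0.18 (adjusted p = 2.12e-08).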

CD27 expression indicates ongoing differentiation but is missing in Z138, whereas SUDHL4 expresses CD27 confirming the memory B-cell state of these cells.

**Table 3:** Antigen expression determined by FACS analysis.

CDs/cells	OciLy18	Z138	REC1	SUDHL4
CD19	++++	+	+++	+++++
CD20	+	++	+++	++++
CD21	+	+	++	+
CD22	+	-	+	+
CD27	++	+	+	+++++
CD34	+	+	+++	++
CD38	+++	++++	++	+++++
CD138	++	++++	+	+
IgD	-	+	++	-
IgM	++	++	+++	-
CD79A	+	++	++	+
CD79B	+	+	+	+

**Table 4:** Antigen expression determined by Affymetrix analysis: mean expression values of untreated cells.

Gene name	OciLy18	Z138	REC1	SUDHL4	Description
CD10	268	*	79	973	membrane metallo-endopeptidase
CD19	752	273	972	333	cd19 molecule
CD20	3472	3458	3988	4324	membrane-spanning 4-domains, subfamily a, member 1
CD21	*	*	814	*	CD21 complement component (3d/epstein barr virus) receptor 2
CD22	758	*	311	1200	cd22 molecule
CD24	1709	559	2007	123	cd24 molecule
CD27	559	*	*	1603	cd27 molecule
CD34	*	*	*	*	cd34 molecule
CD38	164	521	156	397	cd38 molecule
CD138	*	119	*	*	syndecan 1
IgD	188	286	*	*	immunoglobulin heavy constant delta
IgM	4933	4005	3822	*	immunoglobulin heavy constant mu
CD79A	1046	745	2653	1114	cd79a molecule, immunoglobulin-associated alpha
CD79B	2322	425	1289	653	cd79b molecule, immunoglobulin-associated beta

*below background.

In these cell lines anti-IgM antibodies triggered a BCR signaling like cascade leading to characteristic gene regulation responses. 

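In REC1 anti-IgG raised SGK1 48.1-fold, SPRED1 14.2-fold and EGR3 7.27-fold, and lowered ELL3 14.0-fold. In OciLy18 PTPN6 rose 11.7-fold with anti-IgM and 7.70-fold with anti-IgG, and MME was 2.69-fold and 2.72-fold lower. PTPN6 encodes SHP1, a phosphatase that limits BCR signaling. Called by anti-IgG and anti-IgM in the same direction were 85 raised and 25 lowered genes in OciLy18, 124 and 80 in Z138, and 355 and 631 in REC1. Across genes the fold changes correlated at r = 0.802, 0.781 and 0.968 in the same order. Anti-IgG and anti-IgM have separate control triplicates in OciLy18 and Z138, where simulated data without an effect give r near 0. In REC1 they have a common triplicate, where simulated data without an offset of the controls give about 0.50. The isotype antibody correlates with both there too. SGK1 was 6.15-fold higher in isotype-treated REC1 cells than in untreated ones, a call lost without replicate 1 of the isotype arrays (log2 change 2.47). Genes are not independent replicates for these correlations.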

A very similar/overlapping transcription pattern was triggered by anti-IgG antibodies. This allowed using anti-IgG antibodies as an alternative trigger for BCR activation in a cell line that lacks IgM but exposes IgG, as is the case with SUDHL4.

### Transcription changes induced by anti-CD20 antibodies

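Untreated OciLy18 and Z138 cells carry the CD20 transcript MS4A1 at 3516 ± 156 and 3403 ± 108, next to 4188 ± 274 in SUDHL4 (mean ± SD, n = 6) and 3937 ± 215 in REC1 (n = 3). Rituximab changed no gene in OciLy18, where 2583 probe sets had an unadjusted limma p under 0.05 and 443 an adjusted p below 0.05 without meeting the other limits, and LT20 raised 3 and lowered 5. PTPN6 rose 3.00-fold with LT20, and P4HA2 was 2.22-fold and PIM1 2.20-fold lower. In Z138 rituximab raised 11 genes and LT20 raised 13 and lowered 1. SPRED2 rose 3.31-fold and 3.42-fold, SPRY2 2.65-fold and 2.31-fold, and RGS1 3.31-fold and 2.52-fold. SPRED2 and SPRY2 restrain the RAS-MAPK pathway that induces them. The genes of MAPK and G protein feedback moved as a group in Z138, 3 of 11 genes each, with a median log2 change of 0.72 for rituximab and 0.61 for LT20. By camera adjusted p = 9.47e-19 and 1.36e-15, and 3 genes passed over the list alone each time. The OciLy18 genes for LT20 are few and were picked after their values were seen. Leaving out 1 array at a time gives 0 to 4 genes for rituximab in OciLy18, the most without replicate 2 of the controls, and 5 to 15 for LT20, the fewest without its replicate 1 and the most without its replicate 3. With all controls as reference rituximab changes 12 genes in OciLy18, and with controls 4 to 6 134 there and 171 in Z138. SPRED2 in Z138 is no longer called without replicate 1 of rituximab (log2 change 1.63).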

Although Z138 and OciLy18 express CD20 on their cell surface (Table 3) these cell lines did not or only very little respond to anti-CD20 antibodies in terms of transcriptional changes. This indicates that CD20 expression alone at the cell surface is not sufficient to trigger substantial transcriptional responses.

In SUDHL4 and REC1 anti-CD20 treatment elicited extensive changes in transcription: Treating SUDHL4 with rituximab and LT20 resulted in an extensive overlap of deregulated genes with only very few unique deregulated genes (Table 2). 

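Rituximab raised 262 and lowered 296 genes in SUDHL4, and LT20 raised 222 and lowered 413. RGS1 rose to 2217 ± 473 with rituximab and 2872 ± 219.8 with LT20 from 8.25 ± 2.73 (mean ± SD, n = 3), CD83 5.90-fold and 6.23-fold, NR4A1 33.9-fold and 24.2-fold, and CCR7 28.9-fold and 40.0-fold. Lower were FHOD3 (13.4-fold and 12.1-fold), DEPTOR (12.5-fold and 11.7-fold) and ANK3 (9.20-fold and 10.5-fold). The activation surface markers rose as a group, 5 of 9 genes with each antibody, CD69 among them (25.4-fold and 30.1-fold). CD69 and CD83 appear on B cells within hours of stimulation. Shared by both antibodies were 201 raised and 280 lowered genes, 86.2% of the rituximab genes. Only with rituximab were 77 called, 61 up and 16 down, and only with LT20 154, 21 of them up. By camera adjusted p = 1.53e-06 for the surface markers with rituximab and 5.17e-07 with LT20, with 4 genes each over the list alone. Independent lists would share 6.89 raised and 14.5 lowered genes. A gene called with 1 antibody only need not differ between them.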

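No gene differed between rituximab and LT20 when the antibodies were compared directly in SUDHL4, where 2547 probe sets had an unadjusted limma p under 0.05 and 311 an adjusted p below 0.05 with changes under 2-fold or a low signal. EGR1 was 40.3-fold and 26.2-fold and BCL2A1 32.8-fold and 33.4-fold above controls with rituximab and LT20, and TNFRSF17 was 8.71-fold and 6.62-fold lower. NF-kB targets and regulators rose with both, 7 of 14 with rituximab and 6 with LT20, NFKB1 2.84-fold and 2.37-fold. BCL2A1 is an anti-apoptotic NF-kB target. Fold changes correlated across genes at r = 0.961. Genes are not independent replicates, and the antibodies share a control triplicate, which alone gives r near 0.50 in simulated data without an effect. The covariance of the fold changes was 0.323, against 0.00693 in the simulated data. With separate triplicates r is 0.810 or 0.742 and 446 or 396 genes are shared. By camera the NF-kB genes had adjusted p = 6.24e-09 and 1.77e-08, with 6 genes over the list alone each time. Without replicate 1 of LT20, 5 genes differ between the antibodies.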

The remarkable concordance between the transcription patterns of the two different type I anti-CD20 antibodies strongly indicates that the observed effects were target-mediated. In REC1 cells transcriptional changes after treatment with rituximab or its F(ab')_2_-fragment were less pronounced than changes after LT20 treatment. 

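In REC1 LT20 raised 267 and lowered 294 genes, the F(ab')2-fragment of rituximab raised 171 and lowered 172, and rituximab raised 113 and lowered 70. CSF1 rose 7.88-fold, 10.8-fold and 15.1-fold with rituximab, its fragment and LT20, and IL21R 5.96-fold, 8.40-fold and 11.6-fold. HEPACAM2 was 4.22-fold, 5.84-fold and 10.5-fold lower. IL21R had a 4.56-fold rise with the isotype antibody as well, and HEPACAM2 was 2.23-fold lower with it. IL21R is the receptor for a cytokine of T helper cells that drives B cell differentiation. LT20 changed 3.07 times as many genes as rituximab and 1.64 times as many as the fragment. Compared directly by limma (n = 3 per group), 18 genes were higher and 14 lower with rituximab than with LT20, among them IER3 2.87-fold and CFLAR 2.03-fold lower and CCNG2 2.95-fold higher. With the offset of 16 the counts are 9 and 6. These 3 genes were picked after their values were seen.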

Not unexpectedly, the same genes responded to treatment with rituximab and its F(ab')_2_-fragment. These genes are a subset of the larger panel that was deregulated by LT20 treatment.

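LCP2 rose 12.2-fold with rituximab and 16.5-fold with its fragment in REC1, PTPRE 6.11-fold and 7.01-fold, and AKAP12 5.61-fold and 8.81-fold. SLC26A4 was 4.41-fold and 6.41-fold lower. LCP2 encodes the adaptor SLP76, which links receptor kinases to calcium signaling. Of 183 genes called with rituximab 176 were called in the same direction with the fragment, 108 up and 68 down. Compared directly, the fragment differed from rituximab in no gene, with 813 probe sets at an unadjusted limma p under 0.05. Fold changes correlated across genes at r = 0.945, and genes are not independent replicates. The shared untreated arrays alone give about 0.50 in simulated data, where these arrays have no offset. The isotype antibody correlated with rituximab at 0.903 and with the fragment at 0.855. Of the 69 genes called with the isotype antibody rituximab also called 64. Without replicate 1 of the fragment, 3 genes differ between it and rituximab.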

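The genes of rituximab lie largely within those of LT20 in REC1, 176 of 183 (107 up and 69 down), as do 284 of the 343 genes of the fragment (145 up and 139 down). CRIM1 rose 7.46-fold with rituximab and 11.8-fold with LT20, and PCDH9 was 4.38-fold and 12.3-fold lower. Without replicate 2 of rituximab PCDH9 in REC1 is not called (log2 change -1.88). Of 16 NF-kB targets and regulators 7 rose with LT20, 1 with the fragment and 0 with rituximab, which itself shifted the group by a median log2 change of 0.29. NFKB2 rose 2.84-fold with LT20 and 2.17-fold, not called, with rituximab, against 1.81-fold, not called, with the isotype antibody. NFKB2 encodes p100, an NF-kB precursor that NF-kB induces. Mitotic genes fell with LT20, 8 of 23, and 1 fell with rituximab. The 3 antibodies shared 102 raised and 67 lowered genes, where independent lists would share 0.0621 and 0.0426. By camera with LT20 adjusted p = 1.40e-07 for NF-kB genes and 6.70e-12 for mitotic genes, with 4 and 6 genes over the lists alone. All 3 antibodies share the same untreated arrays, and against isotype-treated cells they share no gene.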

These results show that in 2 out of 4 cell lines studied specific transcription changes were induced by anti-CD20 treatment, independent of the isotype of antibody used.

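In SUDHL4 the genes called with rituximab moved with the isotype antibody by a median of 0.00631 log2 units. In REC1 they moved by 0.96 with the isotype antibody and 1.31 with rituximab, all of them in the same direction. For LT20 in REC1 the medians were 0.60 and 1.31, and for the fragment 0.73 and 1.28. CCL4 rose 15.8-fold with rituximab and 19.6-fold with LT20, and LTA 6.48-fold with rituximab, each after a rise with the isotype antibody. The genes of MAPK and G protein feedback rose as a group with rituximab in REC1, 4 of 12 genes with a median log2 change of 1.48, and with the isotype antibody by 1.19. Against isotype-treated REC1 cells rituximab changed no gene, although 1440 probe sets had an unadjusted limma p under 0.05 and 92 an adjusted p < 0.05 with smaller changes. The fragment changed 30 and LT20 102 genes in that comparison, 28 and 99 of them also called against untreated cells. Anti-IgM kept 568 of its genes, its fragment 800 and anti-IgG 474. The isotype antibody is human IgG, so it matches neither the mouse antibody LT20 nor fragments without an Fc part. By camera with rituximab the feedback list had adjusted p = 1.52e-16, with 4 genes over the list alone. The paper concludes that the anti-CD20 response is specific in both lines. Only 3 untreated and 3 isotype arrays exist for REC1, so an offset of the untreated arrays and a response to the isotype antibody are not told apart here.

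**Figure D1:**
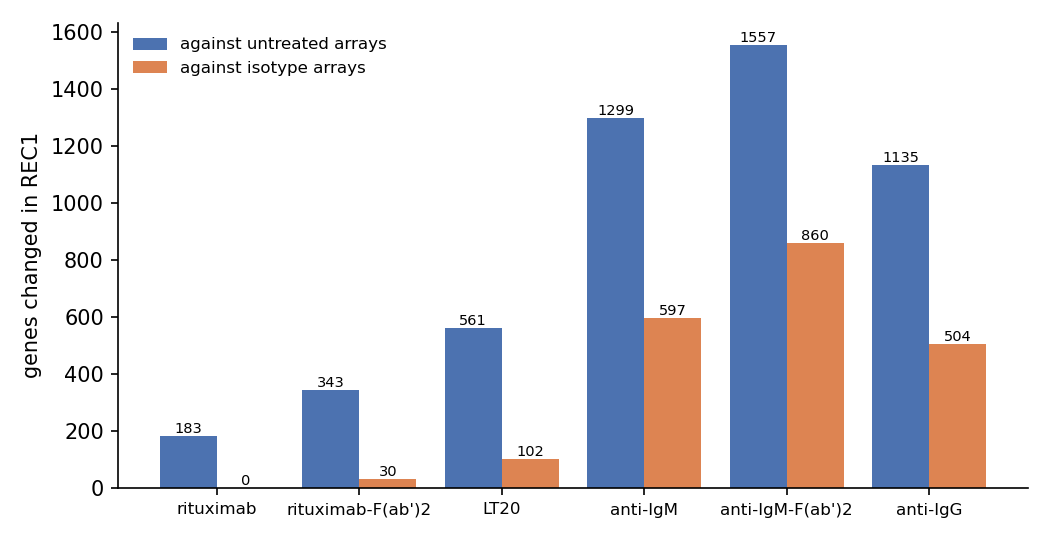
Genes changed in REC1 after 4 h of each antibody, counted against 3 untreated arrays and against 3 arrays of isotype-treated cells.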

### Comparison of expression changes induced by anti-CD20 and anti-BCR treatment

Having checked the consistency of the treatments with antibodies against either CD20 or BCR we compared anti-CD20 with anti-BCR treatment.

With SUDHL4 the transcription patterns overlapped in 342 deregulated genes (Figure 1A and B; Table 2, Individual genes are listed in Table S1.) i.e. 48% of the anti-CD20 pattern were covered by the BCR pattern. 

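In SUDHL4 NR4A1 rose 29.2-fold with anti-IgG, DUSP10 15.4-fold against 4.91-fold with rituximab and 5.47-fold with LT20, and CCR7 169-fold with anti-IgG. FHOD3 was 33.2-fold and DEPTOR 8.32-fold lower with anti-IgG. DUSP10 inactivates the stress kinases JNK and p38. Rituximab, LT20 and anti-IgG shared 165 raised and 219 lowered genes, 53.9% of the 712 genes of either anti-CD20 antibody. Counting a gene called by rituximab or LT20, anti-IgG shared 198 raised and 300 lowered genes, 69.9%. With all controls as reference the 2 shares are 44.7% and 55.8%, and with controls 4 to 6 they are 33.3% and 39.1%. Independent lists would give 10.4 and 23.4. Anti-IgG has its own control triplicate, and fold changes correlated across genes at r = 0.901 with rituximab and with LT20, where simulated data without an effect give r near 0. Genes are not independent replicates. The anti-IgG and LT20 changes, each against its own control triplicate, were compared by limma (n = 3 per group). This found 63 genes, 41 higher and 22 lower with anti-IgG. UPP1 was 7.34-fold and SLAMF7 6.82-fold higher and ELL3 2.57-fold lower, all picked after their values were seen. Common controls cancel, and the treated arrays compared directly give 425 genes, 337 higher and 88 lower. That comparison does not subtract the difference between the control triplicates. Other splits of the 6 treated arrays in the comparison with separate triplicates give up to 705, a count that includes the difference between the control triplicates.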

The corresponding comparison for REC1 results in an overlap of 92% (Figure 1C and D, 415 genes overlap with anti-BCR treatment out of 452 deregulated genes after anti-CD20 treatment. Individual genes for intersection of union lists are listed in Table S2).

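The REC1 genes of either kind of antibody include PTPRE, up 10.6-fold with LT20, and RGS16, up 7.36-fold with LT20 and 10.3-fold with anti-IgM. OSBPL10 was 6.54-fold lower with LT20 and 9.77-fold lower with anti-IgM. With the isotype antibody RGS16 was 2.51-fold higher and OSBPL10 1.80-fold lower, neither called. RGS16 is a regulator of G protein signaling. The anti-CD20 antibodies together changed 620 genes and the anti-BCR antibodies 1826, and 252 raised and 314 lowered genes were in both, 91.3% of the anti-CD20 genes. Called with all 6 antibodies were 91 raised and 60 lowered genes. Fold changes correlated across genes at r = 0.900 for LT20 with anti-IgM and 0.913 with anti-IgG. For the isotype antibody they correlated at 0.841 with LT20, 0.758 with anti-IgM and 0.792 with anti-IgG. Independent lists would share 25.1 raised and 37.5 lowered genes. Every REC1 treatment uses the same 3 untreated arrays, and genes are not independent replicates. In simulated data these arrays alone give r about 0.50. The simulation gives them no offset, which could raise r. With isotype-treated cells as reference 119 genes respond to anti-CD20 antibodies and 110 of them to anti-BCR antibodies, and none to all 6.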

**Figure 1:**
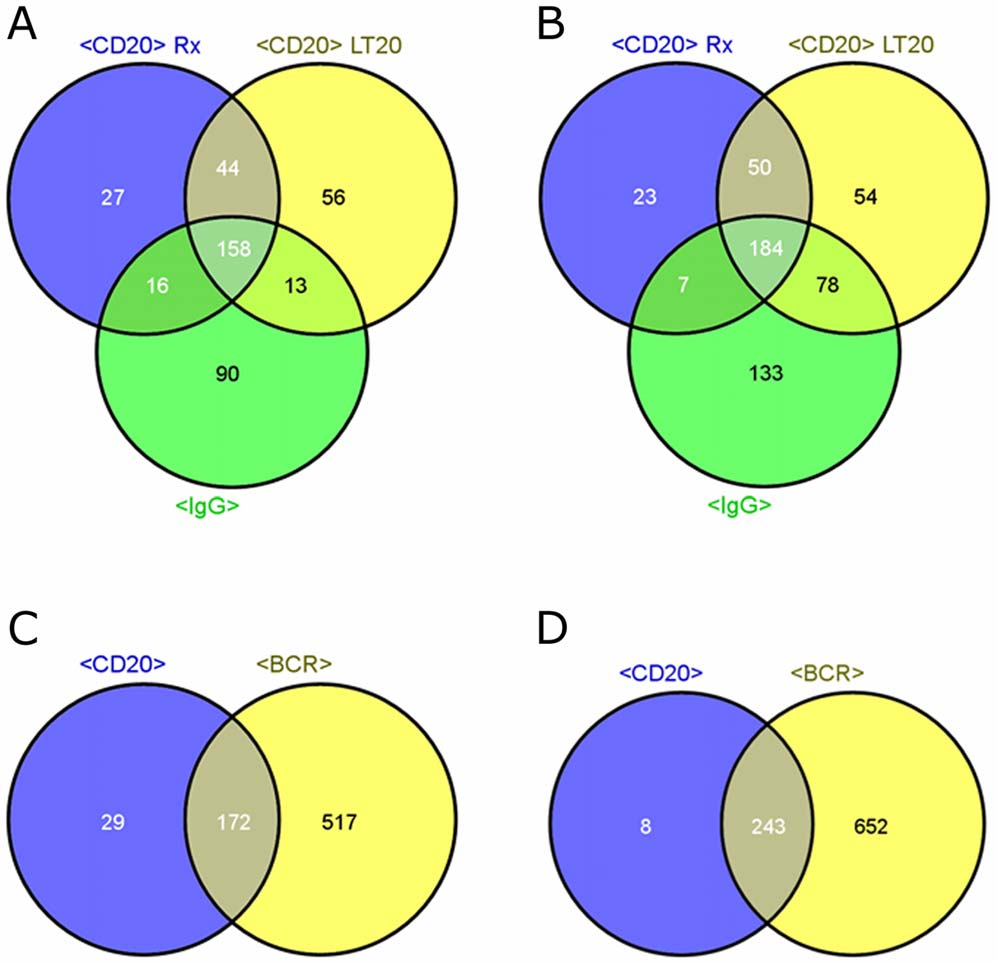
Comparison of genes deregulated by different antibody treatments. Venn diagrams for numbers of up- (A) or down- (B) regulated genes in SUDHL4 after a 4 h incubation with 10 µg/ml anti-BCR antibody (anti-IgG) and anti-CD20 antibodies (Rituximab, LT20) and Venn diagrams for up- (C) or down- (D) regulated genes in REC1 after treatment with anti-BCR antibodies (anti-IgG and anti-IgM, respectively) and anti-CD20 antibodies (Rituximab, Rx-F(ab')_2_, LT20).

Besides comparing anti-CD20 and anti-BCR treatments in REC1 and SUDHL4 separately we also analyzed which changes were common to both cell lines. The overlaps of the union lists are rather small: 65 genes were deregulated in common compared to cell line intersections of 306 and 310 genes exclusively deregulated in SUDHL4 and REC1, respectively (Figure 2, Individual genes are listed in Table S3).

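Called in SUDHL4 and REC1 by both kinds of antibody were 51 raised and 56 lowered genes. SGK1 rose 14.0-fold with rituximab in SUDHL4 and 6.51-fold in REC1, and ELL3 was 5.40-fold and 3.12-fold lower. DUSP2 rose 5.52-fold and 3.21-fold. SGK1 is a kinase activated downstream of PI3K. A further 297 genes were in both lists of SUDHL4 and in no list of REC1, and 410 in both lists of REC1 and in no list of SUDHL4. If the lines were independent, 3.40 raised and 5.70 lowered genes would be shared. Because a gene just short of the threshold in 1 line counts as exclusive, these numbers do not test a difference between lines. With isotype-treated cells of each line as the reference 24 genes are common.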

**Figure 2:**
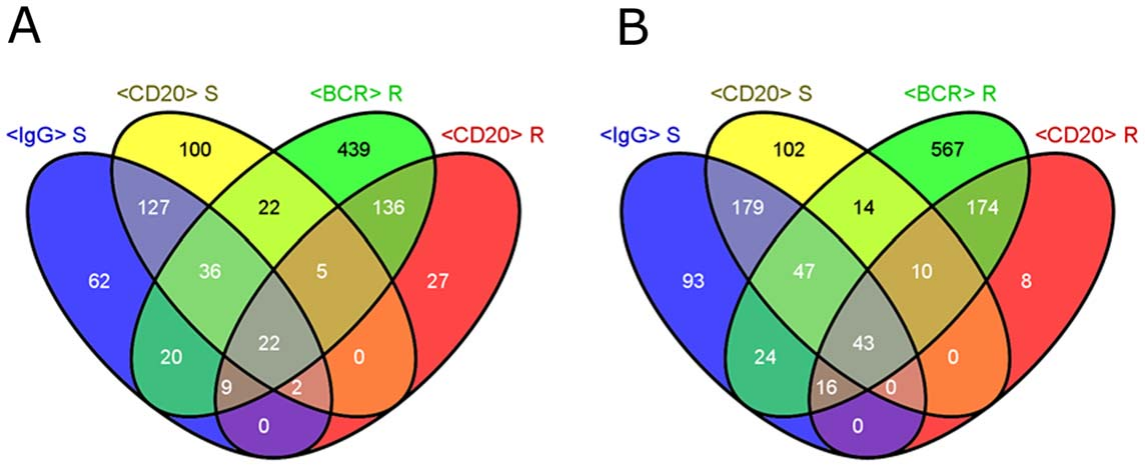
Comparison of anti-BCR and anti-CD20. Venn diagrams of “Union lists” of up- (A) or down- (B) regulated genes after different treatments. Cells were incubated with 10 µg/ml antibody for 4 h. Lists of similar treatments were united to “Union lists” for CD20 or BCR treatment for each cell line R = REC1, S = SUDHL4.

This analysis suggested that the transcription changes induced by anti-BCR and anti-CD20 antibodies partially overlap but that the (whole) response pattern is highly cell line specific.

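Several genes differ between the lines in the size of their response to the same antibody. With rituximab the log2 change in SUDHL4 exceeded that in REC1 by 5.35 ± 0.38 for RGS1, 4.16 ± 0.53 for BCL2A1, 3.22 ± 0.19 for SRGN and 1.66 ± 0.16 for KLF6 (difference ± SE). CCL4 went the other way, -3.09 ± 0.31. KLF6 is an early zinc finger factor. In REC1 the isotype antibody alone raised CCL4 by 3.72 log2 units. Among the 65 genes named by the paper and tested in both lines, 19 differed by more than 2-fold with rituximab, 17 of them higher in SUDHL4. A gene that falls less in SUDHL4 counts as higher there, so higher does not mean a stronger response. The study chose these genes on these samples. With LT20 12 differed and with anti-IgG 20, all higher in SUDHL4. With isotype-treated cells as the reference 31 differed with rituximab, 23 of them higher in SUDHL4, and 23 with LT20, 21 of them higher in SUDHL4. Untreated RGS1 lies near background in both lines, so the size of its difference is imprecise. The limma p adjusted over all probe sets was 2.24e-19 for RGS1, 1.72e-09 for BCL2A1 and 3.99e-13 for CCL4. The paper proposes that the response is cell line specific. Each line is a single cell line with its own reference arrays.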

### Comparison of activation patterns of different cell lines

Given the extensive overlaps between the responses to anti-BCR and anti-CD20 treatments within each of the two cell lines, and yet the small overlaps between both cell lines, we compared the BCR transcription patterns across all four cell lines (Figure 3). 

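Anti-BCR antibodies gave 1292 genes called in REC1 alone, 356 in Z138 alone, 348 in SUDHL4 alone and 199 in OciLy18 alone. TFPI2 rose from near background to a signal of 1109.9 ± 68.5 with the anti-IgM fragment in REC1 (mean ± SD, n = 3), and CD180 rose 15.3-fold with anti-IgG in OciLy18. CD180 is a Toll-like receptor homolog of B cells. RGS1 was among the 10 largest rises in SUDHL4, REC1 and OciLy18. Tested for a difference with anti-IgM, 28 of 65 genes named by the paper differed by more than 2-fold between REC1 and OciLy18, 30 of 65 between REC1 and Z138 and 13 of 60 between OciLy18 and Z138 (limma, n = 3 per group). A call in 1 line alone is not a test of that difference. The study chose the genes it names on these samples, so these counts describe those genes only.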

Here again the overlaps were rather small and the proportion of genes uniquely regulated in a given cell line was much higher. Only 25 up- and 17 down-regulated genes were common in all four cell lines (Individual genes are listed in Table S4). 

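Raised in all 4 lines by at least 1 anti-BCR antibody were 45 genes, and lowered 25. The raised genes include EGR1, EGR3, NR4A1, IER2, DUSP2, RGS1, CCL4, SGK1 and DDIT3, and the lowered genes ELL3, TNFRSF17, PIM1, GLRX and APAF1. DUSP2 rose 7.55-fold with anti-IgG in SUDHL4, 11.8-fold with anti-IgM in OciLy18 and 9.69-fold with anti-IgG in Z138. IER2 rose 4.23-fold with anti-IgG in SUDHL4 and 10.0-fold with anti-IgM in OciLy18. DUSP2 dephosphorylates ERK in the nucleus. If the lines were independent, 0.0117 raised and 0.0119 lowered genes would be shared. SUDHL4 enters with anti-IgG alone, the other lines with 3 antibodies each. EGR1, EGR3, DUSP2, CCL4 and SGK1 of the raised genes are also called with the isotype antibody in REC1.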

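Of the set that the study lists as common to the 4 lines, GEM rose 43.9-fold with anti-IgG in SUDHL4 and 35.7-fold with anti-IgM in REC1, PPP1R15A 5.98-fold and 2.82-fold, and MAFF 43.5-fold and 10.0-fold. OIP5 was 2.44-fold and 2.28-fold lower. PPP1R15A ends the translation arrest of the stress response. In isotype-treated REC1 cells GEM was 1.05-fold and PPP1R15A 1.09-fold higher, neither called. Of 32 listed genes with a probe set 18 rose and 13 fell with anti-IgG in SUDHL4, 18 and 11 with anti-IgM in REC1, 17 and 11 with anti-IgM in OciLy18, and 14 and 10 with anti-IgG in Z138. Adjusted over the list alone the counts were 18 and 12, 17 and 11, 17 and 9, and 13 and 9. The list was chosen by the study on these same samples, so these counts describe it and do not test it.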

The deregulated genes contained in this overlap were analyzed further with respect to their functional context (Table 5).

**Figure 3:**
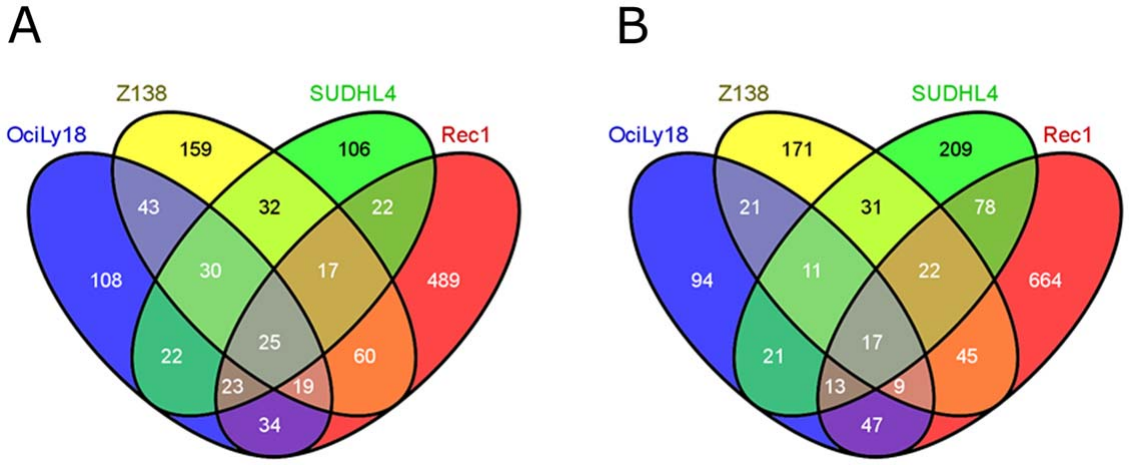
Comparison of anti-BCR treatments in all cell lines studied. Venn diagrams of “Union lists” ( = Union of lists for similar treatments) for anti-BCR treatment of up- (A) or down- (B) regulated genes in OciLy18, Z138, SUDHL4 and REC1.

**Table 5:** Functional clustering of genes deregulated by anti-BCR antibodies in cell lines OciLy18, Z138, REC1 und SUDHL4.

Pathway, Functional Cluster	Genes
BCR signaling/B cell activation, Immune response	DAPP1, ETS1, GEM, KLF6, PIK3R3, RFXAP, VPREB3,
Transcription	ETS1, IER2, MAFF, SSBP3, ZFP36L, ZFP362
Apoptosis, cellular response to stress, cellular response to unfolded protein	RNF144B, SGK1, SQSTM1, SRGN, PPP1R15A
MAPK signaling/p38 Kinase signaling	DDIT3, MAPK3, SGK1, TESK1
N-Glycan biosynthesis, Other glycan degradation/Spingolipid metabolism/Lysosome	MGAT4B, NEU1 ( = Sialidase1)
Mitotic cell cycle, JAK/STAT signaling/Acute myeloid leukaemia	SAC3DC1, OIP5, PIM1
Cytoskeleton/cell-substrate –junction	APBB1IP, MICAL1
Fc gamma R mediated phagocytosis	VASP
NFkB signaling	NFKBID
Antigen Processing and presentation	RFXAP
Cellular homeostasis	GLRX
GPCR signalling	RGS1
Glucose uptake	SLC2A3
Base excision repair	NEIL3
mRNA processing, Dicer pathway, mRNA cleavage	EIF2C2
TGF beta signalling	C5orf13

To identify the functional clusters behind the genes influenced by anti-CD20 treatment we conducted the analogous comparison and analysis for GO annotation, Panther, Biocarta and KEGG pathways (Table 6) as described above for the BCR response genes. We found that many deregulated genes are associated with cell death, stress signaling, BCR activation, immune response, and development of hematopoietic cells.

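Some apoptosis regulators rose and some p53 targets fell with the anti-CD20 antibodies. In SUDHL4 the anti-apoptotic BCL2A1 and the pro-apoptotic BIK rose together, BIK 2.85-fold with rituximab and 3.09-fold with LT20. BCL2A1 and CFLAR rose 2.75-fold and 2.78-fold with LT20 in REC1, after 1.56-fold for BCL2A1, not called, with the isotype antibody. Of 8 p53 targets 4 fell with each antibody in SUDHL4 without a shift of the group, DDB2 2.43-fold and 3.01-fold and GADD45A 2.69-fold and 3.02-fold. TXNIP was 2.34-fold lower with rituximab. CFLAR blocks caspase 8 at death receptors. Of 14 apoptosis regulators 3 rose with each antibody in SUDHL4. By camera this group had adjusted p = 0.00432 with rituximab and 0.00293 with LT20 (adjusted p = 0.149 and 0.140 with an estimated correlation), and the p53 targets 0.404 and 0.229. Over the lists alone 2 regulators rose and 3 p53 targets fell with each. The study lists 45 genes for anti-CD20, of which 42 were tested. Of these 15 rose and 24 fell with rituximab in SUDHL4, and 13 and 25 with LT20. In REC1 4 rose and 6 fell with rituximab, 15 and 26 with LT20, and 1 rose with the isotype antibody. Over the list alone the counts were 13 and 21, 12 and 23, 2 and 5, 9 and 25, and 1. The study chose this list on these samples.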

**Table 6:** Functional clustering of genes deregulated by anti-CD20 antibodies in SUDHL4 cells und REC1 cells (KEGG-, Panther- und Biocarta, GO terms).

Pathway/Functional Cluster	Genes
Apoptosis, Cell death	ADRB2, BCL2L11, BCL2A1, CDKN2C, ETS1, RNF144B, SRGN, TXNIP, TNFAIP3,
BCR, immune response	CD79B, ETS1, FCGR2B, DAPP1, BLK, VPREB3
MAPK signaling, p38 signaling	DUSP5, RPS6KA5, C21orf7, PTPN18, TRIB1, TXNIP
Transcription regulation, regulation of RNA stability	ETS1, IRF2BP2, SSBP3, (TRIM22), ZFP36L1
Calcium signaling, response to calcium ion	ATP2A3, KCNMB4
Fcgamma mediated phagocytosis	FCGR2B, NCF1, VASP
Cell cycle, cell division	CDKN2C, TXNIP
ECM receptor interaction, cell adhesion	HMMR, ITGB7
Endocytosis	RAB11FIP4
Cellular response to stress	INSIG1, TXNIP, TRIB1
NFkB pathway	NLRC3, NDFIP2, TNFAIP3
Arachidonic acid metabolism	ALOX5, PTGER4
GPCR signaling	RABGAP1L
P53 signaling	DDB2, CDKN2C
Proteolysis	NAPSB, SERPINA9
Cytoskeleton, intracellular trafficking	APBB1IP, SNX8, DAAM1
RNA degradation	EXOSC4
Pathways in Cancer	ETS1
Pyrimidine metabolism	UPP1
Aldosteron regulated sodium absorption	SGK1
NOD-like receptor signaling	TNFAIP3
T cell activation	TRVD2, TRA
TGF beta signaling	C21orf7

Despite the differing transcription patterns of the two cell lines responding to anti-CD20 and of all four cell lines responding to anti-BCR a few genes were affected by all treatments. Of these 5 were up- and 8 were down-regulated. They comprise transcription factors, adaptor proteins for signaling cascades, a ubiquitin ligase and a stress kinase – proteins that are involved in the NFκB (Nuclear factor kappa B) signaling pathway, cellular stress and apoptosis (Table 7 and Figure 4). 

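SRGN, ZFP36L1 and VASP were among the genes raised by rituximab, LT20 and anti-IgG in SUDHL4. SRGN rose 15.8-fold with rituximab, 16.8-fold with LT20 and 12.0-fold with anti-IgG, ZFP36L1 5.29-fold, 4.50-fold and 5.56-fold, and VASP 2.96-fold, 2.56-fold and 5.63-fold. NREP was 3.63-fold, 3.73-fold and 4.34-fold lower and the ubiquitin ligase RNF144B 2.36-fold, 2.40-fold and 5.93-fold. In REC1 GLRX was 1.81-fold, not called, with rituximab, 3.72-fold with LT20 and 5.45-fold with anti-IgM lower, after 1.43-fold, not called, with the isotype antibody. ZFP36L1 binds AU-rich elements and promotes decay of short-lived transcripts. Raised by anti-BCR antibodies in the 4 lines and by an anti-CD20 antibody in SUDHL4 and REC1 were 22 genes, and lowered 12. If the lines were independent, 0.00196 and 0.00190 would be shared. Of the study's own list 4 of 4 raised and 7 of 8 lowered genes with a probe set of their own are among them, and this list was chosen on these samples. With isotype-treated cells of each line as the reference the counts are 5 and 3, whose overlap with these genes was not examined.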

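VPREB3 was 2.28-fold lower with rituximab, 2.36-fold with LT20 and 2.37-fold with anti-IgG in SUDHL4. ETS1 was 2.14-fold lower with LT20 and 3.59-fold with anti-IgG, and DAPP1 2.11-fold with anti-IgG. With rituximab the main probe sets of ETS1 and DAPP1 were 1.97-fold and 1.63-fold lower, short of 2-fold, and another probe set of each was called. Without replicate 1 of rituximab the main ETS1 probe set is called too (log2 change -1.02). In REC1 anti-IgM lowered ETS1 6.78-fold, DAPP1 4.79-fold and VPREB3 2.59-fold, and LT20 3.87-fold, 2.11-fold and 2.17-fold. The isotype antibody gave 1.5-fold, 1.44-fold and 1.44-fold in the same order, none called. DAPP1 is an adaptor of PI3K signaling in B cells and VPREB3 a partner of immature immunoglobulin chains. All 3 genes were tested with limma for anti-IgG in SUDHL4 (adjusted p = 1.72e-16 for ETS1, 7.66e-09 for DAPP1 and 4.30e-13 for VPREB3, n = 3). In Z138 the VPREB3 signal itself differs between the control triplicates, 304 against 53.7.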

A noteworthy aspect is the down-regulation of genes associated with the BCR signaling pathway: DAPP1, ETS1 and VPREB3. Another interesting finding was the induction of BIC - a gene locus for miRNA155.

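The probe set annotated jointly to MIR155 and its host gene MIR155HG rose 20.6-fold with rituximab to 252 ± 10.8, 15.3-fold with LT20 and 37.4-fold with anti-IgG in SUDHL4 (mean ± SD, n = 3). In REC1 it rose 2.95-fold with LT20, 4.18-fold with anti-IgM, 4.79-fold with its fragment and 2.53-fold with anti-IgG. Rituximab (1.31-fold), its fragment (1.52-fold) and the isotype antibody (1.17-fold) fell short of 2-fold there. In OciLy18 it rose 6.11-fold with anti-IgM and in Z138 8.88-fold with anti-IgG. With anti-IgM in Z138 it rose 3.45-fold to 57.0 and with anti-IgG in OciLy18 2.91-fold to 22.4, not called because both lie below the limit of 100. The host transcript is induced by AP-1 and NF-kB in activated lymphocytes. The array measures the host transcript and not the mature microRNA.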

**Table 7:** Genes that are common deregulated in all four cell lines by anti-BCR antibodies and in SUDHL4 and REC1 by anti-CD20 antibodies.

Gene Symbol	Function/Description
Up regulated genes	
BIC	- Genlocus for miRNA-155- is regulated by PKC and NFKB after BCR stimulation [36]
SGK1	- a Serine/Threonine kinase, important for cellular stress response- regulated GSK3 and binds IKK (NFkB Pathway)
SRGN	- is associated with Granzyme/Perforine complex, perhaps a mediator of apoptosisi- regulates secretion of TNFα
VASP	- a adaptor protein, involved in intracellular signal transduction, that regulates interaction between integrines and intercellular matrix- is regulated by PKA and PKG
ZFP36L1	- a Zinc finger transcription factor, activated by cellular stess- is a early response gene
Down regulated genes	
APBB1IP	- plays role in signaltransduction of Ras to remodel the actin cyto skeleton- interacts with VASP- plays role in TCR activation
C5orf13	- open reading frame without known funtion
DAPP1	- adaptor protein, regulates JNK, RAC1 and MAPK signaling cascades
ETS1	- a transcription factor, plays role in stem cell development, cellular senescence and death- associated with BCR stimulation [23]- regulates CDKN1A (p21, cell cycle inhibitor), MDM2 (p53 antagonist) and MMPs
GLRX	- a thioltransferase, important in NFkB signaling pathway
RNF144B	- a ring finger protein; E3 ubiquitin ligase, avoiding spontaneous apoptosis [47] (BRDC2 = RNF144B)- is regulated by p53- ubiquitinates CDKN1A
SSBP3	- a single strand binding protein, transcription regulator
VPREB3	- associated with µ chain in pre-B cell receptor synthesis, supposed to be involved in its transport

**Figure 4:**
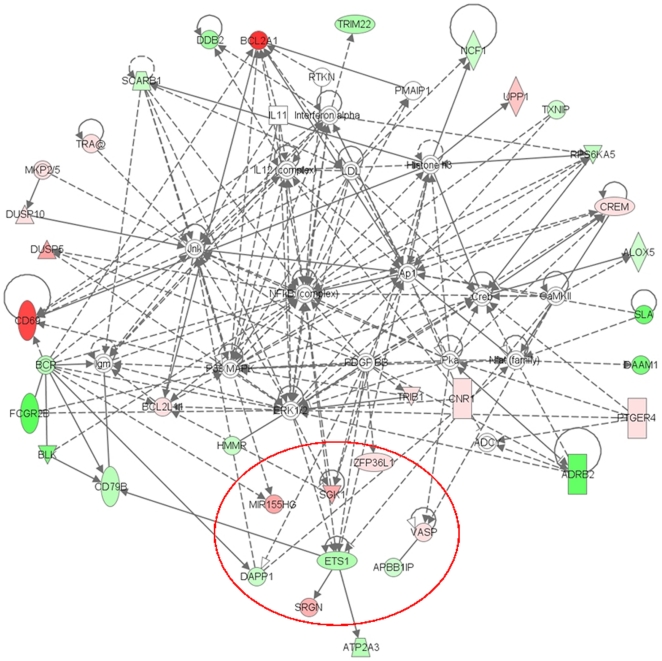
Interactions between deregulated genes. IPA generated network of interactions between genes deregulated by anti-CD20 antibodies in SUDHL4 and REC1. The red circle marks genes which are also deregulated by all anti-BCR treatments. Interestingly this unbiased analysis displays deregulations of BCR components and the downstream signaling pathway.

The gene expression results suggested that antibodies against CD20 and antibodies against BCR share common signaling pathway components.

### Influence of SYK inhibition or siRNA mediated SYK down-regulation on both anti-CD20 and anti-BCR treatment

Based on the findings outlined above, we hypothesized that the CD20 signaling cascade also contains the kinase SYK. In the BCR pathway, SYK acts downstream of the signaling molecules CD79α/β and upstream of NFκB or other signaling cascades towards the nucleus.

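CCL4 and the probe set annotated jointly to CCL3, CCL3L1 and CCL3L3 can be followed in the expression data. In SUDHL4 CCL4 was 1.85-fold higher with rituximab, not called, 2.05-fold with LT20 and 4.54-fold with anti-IgG, and the joint CCL3 probe set 3.11-fold, 3.27-fold and 13.1-fold. In REC1 the joint probe set rose 9.72-fold with rituximab, 11-fold with LT20, 13.9-fold with anti-IgM and 9.52-fold, to 3172 ± 169, with the isotype antibody (mean ± SD, n = 3). In OciLy18 it rose 22.1-fold with anti-IgM and in Z138 28.9-fold, and in Z138 it also rose with rituximab (5.80-fold) and LT20 (3.43-fold). CCL3 and CCL4 attract T cells to activated B cells. The LT20 call of CCL4 in SUDHL4 is lost without replicate 1 of the controls (log2 change 0.98) or replicate 2 of LT20 (0.95). In REC1 CCL4 rose 22.0-fold with anti-IgG. By limma the REC1 rise of the joint probe set with the isotype antibody has adjusted p = 9.96e-19. The arrays measure transcripts, and secreted protein was not analysed here.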

The cytokines CCL3/4 are easy to monitor, secreted proteins whose transcription is potently induced in response to rituxmab [31] and BCR activation. We therefore pre-incubated SUDHL4 cells with two known SYK inhibitors [32], applied the stimulatory antibodies and measured the amount of secreted CCL3/4 (Figure 5A). As expected, SYK inhibitors I and IV abrogated the CCL3/4 secretion induced by either anti-IgG antibodies or anti-CD20 antibodies.

**Figure 5:**
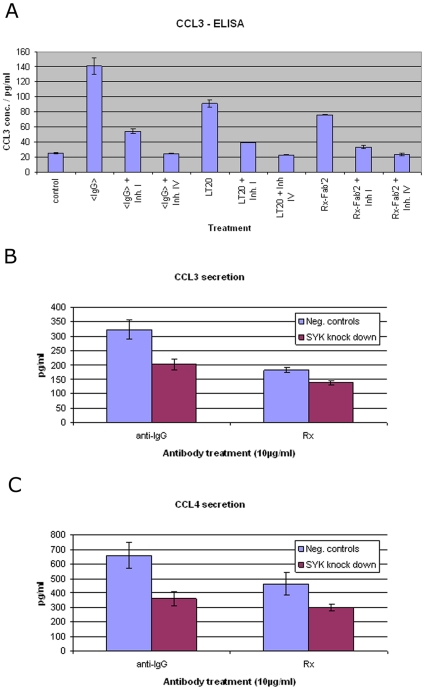
Repression of chemokine CCL3/4 induction caused by Syk inhibition and silencing. (A) CCL3 secretion in SUDHL4 induced by anti-IgG antibodies and anti-CD20 antibodies and its inhibition by Syk inhibitors I and IV (Calbiochem) at 1 µM and 0,32 µM respectively. Bars represent mean of three replicates, including standard deviation (<IgG>  =  anti-IgG antibody, Inh. I  =  Syk inhibitor I, Inh. IV =  Syk inhibitor IV, LT20  =  murine anti-CD20 antibody, Rx-Fab'2  =  F(ab')_2_ fragment of rituximab). Inhibition of CCL3 (B) and CCL4 (C) secretion in SUDHL4 induced by anti-IgG antibodies or rituximab after siRNA-mediated Syk silencing. Results represent at least three independent experiments. Students t-test for “Negative controls” vs. “SYK-knockdown”: for CCL3 secretion after anti-IgG treatment p = 6.8*10^−7^, Rx treatment p = 7.4*10^−3^. For CCL4 secretion after anti-IgG treatment p = 2.1*10^−6^, Rx treatment p = 2.5*10^−4^. (anti-IgG  =  anti-IgG antibody, Rx  =  rituximab, Neg. controls  =  RISCfree and Luciferase-siRNA transfections, respectively; SYK knock down  =  Syk-siRNA transfections).

We also silenced Syk in SUDHL4 via siRNA-mediated downregulation. Syk knockdown was confirmed by FACS analysis: Mean intensity of controls was 409 (relative light units), for Syk knockdown 262 indicating a 60% reduction of Syk surface expression after subtraction of auto fluorescence (177). This resulted in a statistically significant reduction of CCL3/4 induction of 37% and 38% for anti-BCR treatment and 25% and 28% for rituximab, respectively (Figure 5B).

Since both, direct inhibition as well as silencing of the kinase Syk abrogated antibody induced cytokine induction we concluded that BCR cascade component Syk indeed plays a role for both CD20 and BCR mediated signaling.

## Discussion

In this study, we demonstrated that anti-CD20 and anti-BCR antibodies induce similar transcriptional changes. BCR-stimulated transcription patterns were elicited in four NHL cell lines by using antibodies against the immunoglobulin part of the BCR^41^, be it IgM or IgG. Although there might be differences in the dynamics of internalization by artificially crosslinking BCRs with agonistic antibodies versus antigens that naturally crosslink the BCR [33] this seems of minor importance for our study comparing the transcriptional responses to various antibody treatments.

Treatment of cells with anti-IgM and anti-IgG antibodies induces transcription patterns related to immune response and BCR activation including components that play important roles in the BCR signaling pathway itself. A literature derived list of 61 genes for BCR activation overlaps in 16 genes for Ocily18, in 14 genes for REC1, in 30 genes for SUDHL4 and in 22 for Z138. As shown here the transcription changes induced by BCR stimulation of four cell lines have very few deregulated genes in common. This is most likely due to the different origin of the lines (Ocily18 and SUDHL4 are DLBCL, Z138 and REC1 are Mantle cell lymphoma cell lines) that reflects different developmental stages of B cells. For normal B cell development CD27 (TNFRSF7) can be used as a marker of maturity: Naïve B cells lack it, activated B and memory cells express it moderately and plasma cells express it strongly. We tried to stage the cell lines according to their expression of this and other known lineage specific CDs but as previously described in the literature [34] we found that lymphoma cell lines express marker combinations that do not fit the expression scheme for normal B cell development.

The fact that only two of four cell lines were responsive to anti-CD20 antibodies diminishes the options for comparisons, but proves that the anti-CD20 antibodies used were not inducing unspecific effects like general cytotoxicity.

Citerra el al. reported that rituximab induces different but overlapping sets of genes [35]. 

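RGS2 rose 11.5-fold with rituximab, 11.2-fold with LT20 and 10.8-fold with anti-IgG in SUDHL4. FOS rose from 0.983 ± 0.0252 to 134 ± 24.9 with rituximab (mean ± SD, n = 3), ID3 2.84-fold, ZFP36 2.79-fold and IER2 3.00-fold. ID3 blocks E proteins in B cells and is induced by ERK. In REC1, ZFP36 rose 2.44-fold with the isotype antibody and 2.71-fold with rituximab, and 3 and 4 of the 8 genes tested there passed, 3 and 3 when adjusted over these genes alone. All 9 genes that the study compares with an earlier report passed in SUDHL4 with each of the 3 antibodies, also when adjusted over the 9 alone. The study chose these 9 on its own samples, so the result describes them and tests no earlier report. FOS starts from a signal near 0, where a fold depends on the floor of 1.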

Interestingly, out of 16 genes described by them to be up regulated by anti-CD20 antibodies in their DHL4 cell line we found 9 (RGS2, DUSP2, IER2, NR4A1, ZFP36, FOS, ID3, ZFP36L1, CD83) to be up regulated in our data set, too.

A very interesting change in expression was observed for BIC, the locus for the miRNA155. BIC has been reported to be highly expressed and further inducible by BCR stimulation in DLBCL tumors of the activated B cell like phenotype [36]. Normally, miRNAs should not be detected by Affymetrix profiling with the HG-U133 plus 2.0 chip, but it is known that the BIC transcript has a poly A-tail [36], [37]. This explains why it was detected with our sample preparation using oligo-dT-primed cDNA synthesis.

Why some NHL cell lines are responsive to antibodies against CD20 and others are not is still a matter of debate. It has been postulated that the amount of CD20 on the cell surface influences the response to anti-CD20 antibodies as cells with high CD20 expression respond strongly, while cells with low CD20 expression do not. However some cell lines are able to respond to anti-CD20 antibody treatment only when the antibodies are hyper-crosslinked [16] indicating that responses do depend on the amount of *crosslinked* CD20. But that does not explain why cell lines bearing comparable amounts of CD20 can either be responders or not. Based on our results, we can rule out the hypothesis that cell lines non-responsive to rituximab treatment have a defect in their BCR signaling cascade, as the non-responding cell lines Ocily18 and Z138 respond to BCR-crosslinking.

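Antigen receptor antibodies moved genes in OciLy18 that stayed near control with rituximab, while LT20 changed 8 genes there. EGR1 rose 49.7-fold with anti-IgM in OciLy18 and was 1.24-fold lower, not called, with rituximab, and NR4A1 rose 7.55-fold. In Z138 anti-CD20 antibodies were not without effect, since EGR1 rose 3.34-fold with rituximab and 5.73-fold with anti-IgG. NR4A1 recruits corepressors after antigen receptor signals. The list of chemokines and cytokines shifted by a median log2 change of 4.82 with anti-IgM in OciLy18, 3 of 3 genes called, against 0.23 with rituximab, 0 of 3. The 16 immediate early genes of Z138 shifted by 0.45 with rituximab, 1 called, and by 1.83 with anti-IgG, 13 called up and 1 down. By camera adjusted p = 3.41e-05 for the chemokines with anti-IgM and 0.703 with rituximab in OciLy18, and 5.46e-14 and 6.04e-11 for the early genes in Z138. Over the lists alone 3, 0 and 1 genes were called, and 12 up and 1 down for anti-IgG in Z138. The paper states that a defect of the BCR cascade is ruled out as the reason. The arrays cover 1 time point and do not measure the proximal steps of the cascade.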

Kheirallah *et al.* recently provided evidence for interaction of CD20 and BCR signaling in the proximal part of the cascade and proposed mutual inhibition of their signals [19]. Our study adds some confirmatory evidence to the latter point, since both types of treatment downregulated important components of the BCR signaling cascade. 

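In REC1 anti-IgM lowered 15 of 28 BCR signaling components and raised 3, with CD79B 4.35-fold, BANK1 3.05-fold and SYK 2.72-fold lower. LT20 lowered 7, CD79B 2.02-fold and BANK1 2.34-fold, its counterpart rituximab 1 and the rituximab fragment 2. The isotype antibody lowered none, with CD79B 1.11-fold and SYK 1.11-fold lower. In SUDHL4 BLNK was 5.24-fold, 5.54-fold and 5.49-fold lower with rituximab, LT20 and anti-IgG, CD79B 2.52-fold with rituximab and BLK 3.10-fold, 3.86-fold and 3.51-fold. There 8, 9 and 9 of 28 genes fell, while 3, 1 and 3 rose, VAV3 2.92-fold with rituximab. CD79B carries the signaling motif of the receptor and BLNK couples SYK to its effectors. By camera the group in REC1 had adjusted p = 1.46e-04 with anti-IgM and 0.00324 with LT20, with 14 and 7 falls over the list alone. In SUDHL4 it had adjusted p = 0.404, 0.324 and 0.399, with 5, 6 and 7 falls. The list holds DAPP1, ETS1, VPREB3, CD79B, BLK and FCGR2B, which the study names from these same samples. These p are therefore not an independent test. The paper states that components of the cascade were lowered by both types of treatment. In OciLy18 anti-IgM raised 7 and lowered 2 of 24.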

Assuming that both membrane proteins stimulate the same pathway and activate negative feedback loops by regulating the same transcriptional targets or activating inhibitory phosphatases then the pathway would be inhibited for both signals as well. Moreover Kheirallah *et al.* show that rituxmab leads to disorganization of lipid rafts and this seems to impede BCR signaling directly.

Antibodies might interact with cell surfaces not only with their specific target antigen via their CDRs but also via their generic (human) Fc-part with Fcγ receptors and one of these, FCGR2B (Fc gamma receptor 2 B), is known to interact with BCR signaling in an inhibitory manner [38]–[40] by recruiting phosphatase SHIP1 via its ITIM (immunoreceptor tyrosine-based inhibitory motif) [41], [42]. We therefore used in this study also F(ab')_2_ fragments besides whole antibodies and antibodies with Fc-portions of either human or mouse origin. Comparisons revealed varying sensitivity of cell lines with respect to this issue, maybe due to different FCGR2B expression on the cell surface or different sensitivity of the receptor [43].

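FCGR2B had an untreated signal of 459 ± 104 in Z138, 249 ± 52.2 in SUDHL4 and 32.6 ± 8.17 in OciLy18 (mean ± SD, n = 6), and 130.4 ± 15.7 in REC1 (n = 3). It was 3.73-fold lower with rituximab, 4.58-fold with LT20 and 3.50-fold with anti-IgG in SUDHL4. In REC1 it was 2.66-fold lower with LT20, 1.29-fold, not called, with rituximab and 1.33-fold, not called, with the isotype antibody. FCGR2B is the inhibitory Fc receptor of B cells. OciLy18 lay below Z138 (limma, adjusted p = 1.35e-14), by an amount that is a lower bound because its signal is under 100. The paper names FCGR2B on the cell surface, or the sensitivity of the receptor, as a possible reason for the varying sensitivity of the lines, and transcripts measure neither.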

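SYK transcript was 1.62-fold lower with rituximab, 1.92-fold with LT20 and 1.67-fold with anti-IgG on its main probe set in SUDHL4, each short of 2-fold. With LT20 the signal was 286 ± 42.3 against 546 ± 37.7 (mean ± SD, n = 3, limma adjusted p = 8.36e-09). Another SYK probe set was called with LT20 and anti-IgG, and none with rituximab. Without replicate 1 of LT20 the main SYK probe set is called with it (log2 change -1.06). In Z138 anti-IgG lowered SYK 2.69-fold. SYK is the kinase recruited to phosphorylated CD79A and CD79B. Probe sets of 1 gene need not measure the same transcripts.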

A crucial part downstream in the BCR signaling cascade (that is repressed by anti-CD20 and anti-BCR antibodies in SUDHL4) is Syk. Syk inhibition blocks BCR signaling and is being investigated for the therapy of lymphoma [44]. The applied inhibitors I and IV are very specific, indicated by the fact that the reported biochemical IC50s for Syk are very low (14 nM [45] and 10 nM [46] respectively) and the IC50 of Inhibitor IV for related kinases is greater than 5 µM [45] and the reported cellular EC50s are 313 nM [45] and 110 nM [46] respectively. Direct Syk inhibition affected antibody mediated CCL3/CCL4 secretion which confirms that the signaling induced by both anti-BCR and anti-CD20 antibodies involves Syk. The same effect can be achieved by siRNA mediated silencing of Syk. It also suggests that Syk inhibitors might interfere with anti-CD20 antibody therapy.

In conclusion our study provides evidence of considerable similarities of transcription changes between anti-CD20 and anti-BCR antibodies. Combined with previous findings of interference this points to a shared pathway and provides further insight into the mode of action of anti-CD20 antibodies.

## Materials and Methods

### Cells and reagents

DLBCL cell line OciLy18 (Ontario Cancer Institute) was grown in IMDM supplemented with 20% FCS, 50 µM β-Mercaptoethanol, 25 mM Hepes und 2 mM Glutamine.

MCL cell line Z138 (Glycart) was grown in DMEM supplemented with 10% FCS and 2 mM Glutamine. MCL cell line REC-1 (DSMZ) and DLBCL cell line SUDHL-4 were grown in RPMI 1640 supplemented with 10% FCS and 2 mM Glutamine. All cell lines were cultured at 37°C in humidified 5% CO_2_ atmosphere.

For each microarray analysis 7*10^6^ cells in 7 ml suspension were treated for 4 h with 10 µg/ml whole antibody (Rituximab (Roche), LT20 (Exbio), anti-IgG antibody, anti-IgM antibody (SouthernBiotech), isotype (SouthernBiotech). To achieve equimolar concentrations we applied 6,6 µg/ml of F (ab')_2_ fragment of anti-IgM antibody (SouthernBiotech). Cells were lysed with RLTM lysis buffer (Qiagen).

### siRNA transfection

Cells were transfected by electroporation using AMAXA, Kit V (Lonza) Program O-017. Briefly 5*10^6^ cells were transfected with 1 ng SYK siRNA or control siRNAs RISC free, Luciferase (Dharmacon). Cells were seeded at 5*10^5^ cells per ml and protein depletion was assessed 40 h after transfection by FACS analysis.

### Microarray analysis

The cRNA microarray analysis was performed using genechip HG U133 Plus 2.0 (Affymetrix). Probe labeling was performed as described previously. Briefly, total mRNA was reverse transcribed and cDNA was transcribed *in-vitro* with labelled nucleotides. Labelled and fragmented cRNA was hybridized to the chip over night. Analyses were performed using GENECHIP® Operating Software (GCOS, Affymetrix). Experiments were done with three replicates.

All data are MIAME compliant and were deposited in GEO with the accession number GSE23394. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=lnyxheqicsesilc&acc=GSE23394.

Data analysis comprised three steps: 1) filtering 2) consistency check via intersecting 3) characterization.

The data were filtered by applying the following criteria: at least in one of two compared samples mean >100, call >0.5, |fold change| >2.

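The detection call was left out because the signals come without calls, so mean signal above 100 and a change above 2-fold were kept and a limma test added. Without the test these same criteria gave 552 genes with rituximab, 633 with LT20 and 763 with anti-IgG in SUDHL4. In REC1 they gave 189, 558 and 1296 for rituximab, LT20 and anti-IgM, in OciLy18 389 for anti-IgM, and in Z138 548 for anti-IgG.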

Lists with filtered genes were compared with each another using in-house Excel ad-ins for generating unions and intersections and pictures were generated with VENNY (Oliveros J.C. (2007) VENNY. An interactive tool for comparing lists with Venn Diagrams. http://bioinfogp.cnb.csic.es/tools/venny/index.html). GO annotations were retrieved from http://david.abcc.ncifcrf.gov/tools.jsp. Further analysis was conducted using IPA – Ingenuity pathway analysis (Ingenuity Systems).

### SYK-inhibition and CCL3/4-ELISA

To quantify the amount of CCL3 released upon antibody induced BCR- or CD20-crosslinking we applied the Quantikine® Kits (Human CCL3/MIP1-alpha and Human CCL4/MIP1-beta, R&D Systems). ELISA was performed according to the manufacturer's directions. Briefly 3*10^5^ cells per well were seeded into 96well plates and pre-incubated with Syk-inhibitors I or IV (BAY61-3606) (Calbiochem) at various concentrations for 1 h. Antibodies were added and analyses were performed after additional 4 h.

### Flow cytometry/FACS

Cells were washed with cold PBS (GIBCO), and either blocked with human serum (*GIBCO*) or for intracellular target detection fixed with para-formaldehyde, permeabilized with saponine and then stained on ice for 20 min with FITC-, APC- or PE-labelled mAbs (Jackson Immunoresearch, BD Biosciences) and analysed by flow cytometry (FACS CANTO II, BD Biosciences). Analysis was performed with DIVA software (BD Biosciences).

## Supporting Information

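The paper counts 342 genes for this overlap in SUDHL4. Of the 340 genes in the supplementary list as read here, 314 have a probe set of their own. Rituximab, LT20 and anti-IgG all changed 291 of them, and 301 changed with anti-IgG and either anti-CD20 antibody. CD83, up 6.02-fold with anti-IgG, and NFKBID, up 4.07-fold, are on the list and rose. NFKBID is a nuclear inhibitor of NF-kB. The list was chosen by the study on these samples.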

Table S1 **Genes deregulated in SUDHL7 cells by anti-BCR and anti-CD20 treatment.** Green fill means down regulation > 2 fold, red fill up regulation > 2 fold; Symbol  =  official gene symbol.
(XLS)

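In REC1 252 raised and 314 lowered genes were called with at least 1 anti-CD20 and at least 1 anti-BCR antibody against untreated cells (limma, n = 3). Against isotype-treated cells 110 genes were. With anti-IgM SSBP3 was 2.94-fold lower, where the isotype antibody gave 1.48-fold, not called. SSBP3 is a cofactor of LIM domain transcription factors. The list of this table was not tested, because the copy at hand holds fewer genes than the paper counts.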

Table S2 **Genes deregulated in REC1 cells: overlap between union lists for anti-BCR and anti-CD20 treatment.** Green fill means down regulation > 2 fold, red fill up regulation > 2 fold; Symbol  =  official gene symbol.
(XLS)

Table S3 **Overlapping genes in SUDHL7 and REC1 cells deregulated by anti-CD20 and anti-BCR treatment.** Green fill means down regulation > 2 fold, red fill means up regulation > 2 fold; Symbol  =  official gene symbol.

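Of 65 genes that the study lists for SUDHL4 and REC1 together 59 have a probe set of their own, and 56 of these were called by both kinds of antibody in both lines. SRGN is on the list. TNFRSF17, which encodes the B cell maturation antigen, is not on it, was chosen after its values were seen and was called here in both lines, 8.71-fold lower with rituximab in SUDHL4 and 5.31-fold with LT20 in REC1 (limma, n = 3). The isotype antibody gave 1.52-fold in REC1, not called. The list was chosen by the study on these samples.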

(XLS)

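Of 42 genes that the study lists for antigen receptor stimulation in the 4 lines, 39 have a probe set of their own and 38 were called here in each line with at least 1 anti-BCR antibody. PIM1, a kinase that favors survival, is on the list and was 2.47-fold lower with anti-IgG in SUDHL4 and 2.71-fold with anti-IgM in REC1, against 1.07-fold, not called, with the isotype antibody (limma, n = 3). The list was chosen by the study on these samples.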

Table S4 **Genes deregulated by BCR stimulation in SUDHL7, REC1, Z138 and OciLy18 cells.** Green fill means down regulation > 2 fold, red fill means up regulation >2 fold; Symbol  =  official gene symbol.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

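Transcript levels were measured on Affymetrix HG-U133 Plus 2.0 arrays, 96 in all, in SUDHL4, REC1, OciLy18 and Z138 cells after 4 h with or without antibody. The deposited values are signal intensities per probe set on a linear scale, which the authors computed in GCOS according to the paper, by MAS5 according to the sample records. Each array had been scaled so that its 54675 intensities add up to nearly the same total, 8528613 to 8530013. The scaling target and software versions are not stated, and the values come without detection calls. A second table of the authors gives 32 group means. In 4 of them, the 2 control triplicates of SUDHL4 and of OciLy18, the mean matches the other triplicate of the same line. The correlation is 1 with that triplicate and 0.977 or 0.981 with the one named, so the names appear exchanged. These means were not used, and all means were computed from the arrays. The same table pairs each treatment with a control triplicate, and those pairs were kept: each treatment is compared with the controls it names. Its change factors for anti-IgG pass 2-fold in 755 genes in SUDHL4 and 148 in OciLy18, where 769 and 147 were called here.

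Signals below 1 were set to 1 and taken to log2 without further normalization. Probe sets with a mean signal above 100 in at least 1 group of a line were tested, 13069 in SUDHL4, 14068 in REC1, 13969 in OciLy18 and 13799 in Z138. One linear model per line, with a mean for each group of 3 arrays, was fitted with limma 3.58.1 in R 4.3.3, with the variance trend of its empirical Bayes step and data.table 1.17.8 for the tables. P values were adjusted by the method of Benjamini and Hochberg over the probe sets of each comparison. A probe set was called at an adjusted p below 0.05, a change above 2-fold and a mean signal above 100 in 1 of the 2 groups compared. A gene counts once per direction if at least 1 of its probe sets is called. Of the probe sets 41097 carry 1 gene symbol, 1801 several and 11777 none, and a probe set of several symbols or none counts as an entry of its own. Of these only the joint probe sets of MIR155 and of CCL3 are named. A fold from a signal near background depends on the floor and gives the size of a rise only roughly. The values given for a gene are those of its probe set with the highest mean signal over the 24 arrays of the line, called the main probe set. Folds are ratios on the log2 scale of the model, means and SD are of the signals. Lines were compared in untreated cells with a limma model of 21 control arrays, and responses by the difference of their log2 changes in 1 limma model of all 96 arrays.

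Lists of genes shared by treatments were intersected by direction. The number that independent lists would share was computed from the list sizes and the genes tested. The correlation that a common control triplicate alone gives was found from 20 simulations per line. It arises where array noise is all the variance, so it is not the part of an observed correlation that shared controls give. The simulated controls differ by array noise only, so an offset of real controls could give a higher correlation. Gene lists were tested with camera of limma with a preset correlation between genes of 0.01, adjusted over the lists of a comparison. The lists are immediate early genes, chemokines and cytokines, NF-kB targets and regulators, BCR signaling components, MAPK and G protein feedback, activation surface markers, B cell transcription factors, apoptosis regulators, mitotic genes, DNA replication genes, integrated stress response, ER chaperones and unfolded protein response, cholesterol synthesis, glycolysis and glucose uptake, ribosome biogenesis, MHC class II presentation, interferon-stimulated genes, p53 targets, FOXO targets, plasma cell markers, and T cell, monocyte and NK cell markers. Members without a tested probe set of their own were left out, and some members could not be matched to a probe set by name. Named are the 10 genes with the largest rise and the 10 with the largest fall among called genes whose treated arrays all lie beyond all reference arrays, the genes the paper names, and the 4 members with the smallest adjusted p of each list with at least 3 called members. The gene names in the paper and its supplementary tables were known when this rule and the gene lists were made. Some lists hold genes that the study chose on these samples. Some genes so named in 1 comparison are also given for another line or antibody, and those values lie outside the rule.

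The method was checked on simulated data with the spread of these arrays. With 3 arrays against 3, 49 of 50 probe sets changed 2.5-fold were called in SUDHL4 and 48 of 50 in REC1, with 0 and 3 calls among unchanged probe sets over all treatments of the line. The changed probe sets were drawn from signals well above the limit of 100, so weaker ones were not checked. Array noise was independent and no run difference was simulated, so differences like those between the control triplicates are not covered. Between 10572 and 13148 probe sets per array exceed a signal of 100, the medians run from 8.5 to 20.24, and the median correlation of an array with the others of its group runs from 0.978 to 0.992, the lowest single pair being at 0.976. On average the replicate numbers do not link arrays of different groups, with mean correlations of residuals between -0.00336 and 0.00462. Single pairs of the same number run from -0.405 to 0.298 in REC1, where 28 of 84 exceed 0.1. Some arrays thus share residual structure that the mean hides. Alternatives tried were an offset of 16, quantile normalization, no signal filter, the replicate number as a block, other control arrays or isotype arrays as reference, a model of the 2 groups alone, the study's filter without a test, probe sets as the unit, leaving out each array, and for the lists an estimated correlation and the median over probe sets.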

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

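The explanations of the differing control triplicates, of the SUDHL4 response to the anti-IgM fragment and of the isotype response in REC1 were chosen after these results had been seen, the bounds of the tests were written before their values were, and the bound of 1 test, on the untreated REC1 arrays, was changed after its value was known.

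The untreated controls 4 to 6 differ from controls 1 to 3 of the same line in 283 genes in SUDHL4, 117 in OciLy18 and 182 in Z138. RNA degradation is argued against in SUDHL4 and OciLy18. There the log2 ratio of 3' to 5' signal of the GAPDH and ACTB control probe sets differs by -0.07 and -0.15 (test value 0.150). In Z138 it differs by -0.28, beyond the bound, so degradation stays open there. The bound did not need all 3 lines and was met. Labelling in general cannot be judged from these transcripts. A common run difference stays open, with correlations between lines of 0.23, 0.46 and 0.30 across genes, which are not independent replicates (test value 0.456). A difference in activation state of the cultures stays open too, with a median shift of the genes called by a treatment of 0.24 in Z138 (test value 0.237) but 0.0101 in SUDHL4 and -0.0305 in OciLy18. Either may contribute.

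In REC1 the isotype antibody changes 69 genes, while it changes 0 genes in the other lines against controls 1 to 3. Against controls 4 to 6 it changes 272 in SUDHL4, 87 in OciLy18 and 235 in Z138, so a difference between untreated arrays alone can give counts of this size. An offset of the 3 untreated REC1 arrays was tested by the median change against isotype arrays of the probe sets called with the isotype, which is 0.28 for rituximab (test value 0.276), 0.49 for its fragment, 0.61 for LT20, 0.81 for anti-IgM, 0.95 for its fragment and 0.81 for anti-IgG. The bound written first, an anti-BCR median above 0.25, was met and would have excluded the offset. The bound was then judged wrong and replaced, because an offset of the controls does not forbid a further rise of genes that answer to anti-BCR antibodies, such as CCL4, which rose 33.8-fold with anti-IgM in OciLy18, where the isotype changed 0 genes, so the offset is excluded by the first bound and open under the revised one. A weak activation by the isotype antibody may also apply, since 37.7% of the 69 genes, 26, were called in the same direction by anti-IgG against the isotype arrays, and the arrays do not tell them apart.

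In SUDHL4 ER chaperones and unfolded protein response genes moved by a median log2 change of -0.49 with the F(ab')2-fragment of anti-IgM, which changed 43 genes. A weak engagement of the IgG receptor is argued against, since 2.33% of the genes changed, 1 of 43, were called in the same direction with anti-IgG. Drift of the controls is argued against too, as the probe sets called with the fragment moved in its direction by a median of 0.0591 with the isotype antibody, 0.0451 with rituximab and 0.0717 with LT20, but by 0.74 with whole anti-IgM and 1.12 with the fragment. An effect of anti-IgM antibodies other than through IgG remains a hypothesis that was not tested further.

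Among 42 groups of 6 untreated arrays 3 held an array far from the others, and chance alone gives about 1 in 20 groups. CD27 in SUDHL4 was 1401 in array 6 against 1544 to 1605 in the others. CR2 in Z138 was 3.96 in array 2 against 0.99 to 2.08, and IGHD in SUDHL4 2.87 in array 2 against 0 to 1.04, both near the background.

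The response of genes of Tables 5 to 7 differed between lines by a test of the difference. The study chose these genes on these samples for their responses, so the counts describe those genes only. Anti-IgM changed only 4 genes in SUDHL4, so many differences from it follow from that choice. With rituximab 19 of 65 genes differed between SUDHL4 and REC1, 17 higher in SUDHL4, with LT20 12 and with anti-IgG 20, all of them higher in SUDHL4. Higher means the greater signed log2 change, which a weaker fall also gives. For anti-IgM 51 of 65 differed between SUDHL4 and REC1, 28 of 64 between SUDHL4 and OciLy18, and 28 of 65 between SUDHL4 and Z138. Between REC1 and OciLy18 28 of 65 differed with anti-IgM, between REC1 and Z138 30, and between OciLy18 and Z138 13 of 60.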

How the results depend on the processing

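Every alternative named here was set before the data were examined, and no result was tested under an alternative chosen later. Gene lists were tested under 2 alternatives only, and with the median over probe sets 0 of 226 results reversed direction. The balance of raised and lowered genes did turn for several counts. It turned in 14 of 37 with controls 4 to 6, for anti-IgM in OciLy18 from 261 raised and 129 lowered to 350 and 411, in Z138 from 178 raised and 120 lowered to 166 and 348 and in SUDHL4 from 3 raised and 1 lowered to 59 and 317. With all controls it turned in 10 of 37, with controls 1 to 3 in 5 of 37, with isotype arrays in 6 of 52, after quantile normalization in 14 of 59, with the offset in 7 of 59, without a signal filter in 6 of 59 and in 23 of 615 cases of leaving out 1 array. Among them are anti-IgG in SUDHL4 from 309 raised and 460 lowered to 386 and 378 and LT20 in REC1 from 267 raised and 294 lowered to 295 and 265, both after quantile normalization. Treatments moved from controls 1 to 3 to controls 4 to 6 take on the difference between these triplicates. Anti-IgG against anti-IgM turned in SUDHL4, OciLy18 and Z138 with all controls, controls 1 to 3, controls 4 to 6 and isotype arrays alike. These turns are the same fit each time, because a reference common to both treatments cancels. The cause of the turns was otherwise not tested. Counting probe sets in place of genes, no count left 1.5 times its value.

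All controls of a line served as the reference in 1 alternative. SUDHL4 counts with all controls moved for isotype from 0 to 8, anti-IgM from 4 to 26, anti-IgM-F(ab')2 from 43 to 87, anti-IgG against anti-IgM from 839 to 1273 and anti-IgG against LT20 from 63 to 425. OciLy18 counts with all controls moved for isotype from 0 to 2, LT20 from 8 to 24, rituximab from 0 to 12 and anti-IgG against anti-IgM from 94 to 279. Z138 counts with all controls moved for isotype from 0 to 17, rituximab from 11 to 18 and anti-IgG against anti-IgM from 161 to 447. Percents with all controls moved for SUDHL4 anti-CD20 union in anti-IgG from 69.9 to 55.8 and SUDHL4 anti-CD20 union called by rituximab, LT20 and anti-IgG from 53.9 to 44.7, and the cause was not tested. Controls 1 to 3 as the reference of every treatment move the anti-IgG comparisons. SUDHL4 counts with controls 1 to 3 moved for anti-IgG from 769 to 1201, anti-IgG against anti-IgM from 839 to 1273 and anti-IgG against LT20 from 63 to 425. OciLy18 counts with controls 1 to 3 moved for anti-IgG from 147 to 370 and anti-IgG against anti-IgM from 94 to 279. Z138 counts with controls 1 to 3 moved for anti-IgG from 553 to 980 and anti-IgG against anti-IgM from 161 to 447. Apart from the cancelled controls the cause was not tested.

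Controls 4 to 6 as the reference of every treatment move 25 results, of which 4 are comparisons where the common reference cancels. SUDHL4 counts with controls 4 to 6 moved for isotype from 0 to 272, anti-IgM from 4 to 376, anti-IgM-F(ab')2 from 43 to 454, LT20 from 635 to 1255 and rituximab from 558 to 985. SUDHL4 counts with controls 4 to 6 moved for anti-IgG against anti-IgM from 839 to 1273 and anti-IgG against LT20 from 63 to 425. OciLy18 counts with controls 4 to 6 moved for isotype from 0 to 87, anti-IgM from 390 to 761, anti-IgM-F(ab')2 from 460 to 929, LT20 from 8 to 233 and rituximab from 0 to 134. OciLy18 counts with controls 4 to 6 moved for anti-IgG against anti-IgM from 94 to 279. Z138 counts with controls 4 to 6 moved for isotype from 0 to 235, anti-IgM from 298 to 514, anti-IgM-F(ab')2 from 468 to 738, LT20 from 14 to 180 and rituximab from 11 to 171. Z138 counts with controls 4 to 6 moved for anti-IgG against anti-IgM from 161 to 447. Shared genes with controls 4 to 6 moved for SUDHL4 rituximab and LT20 from 481 to 881, OciLy18 anti-IgM and its F(ab')2 from 319 to 660 and Z138 anti-IgM and its F(ab')2 from 260 to 446. Unions with controls 4 to 6 moved for SUDHL4 anti-CD20 from 712 to 1359. Percents with controls 4 to 6 moved for SUDHL4 anti-CD20 union in anti-IgG from 69.9 to 39.1 and SUDHL4 anti-CD20 union called by rituximab, LT20 and anti-IgG from 53.9 to 33.3, and the cause was not tested.

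Isotype arrays of the line as the reference lower the REC1 counts. SUDHL4 counts against isotype arrays moved for anti-IgG from 769 to 1157, anti-IgG against anti-IgM from 839 to 1273 and anti-IgG against LT20 from 63 to 425. REC1 counts against isotype arrays moved for anti-IgG from 1135 to 504, anti-IgM from 1299 to 597, anti-IgM-F(ab')2 from 1557 to 860, LT20 from 561 to 102 and rituximab from 183 to 0. REC1 counts against isotype arrays moved for rituximab-F(ab')2 from 343 to 30. OciLy18 counts against isotype arrays moved for anti-IgG from 147 to 330 and anti-IgG against anti-IgM from 94 to 279. Z138 counts against isotype arrays moved for anti-IgG from 553 to 1044 and anti-IgG against anti-IgM from 161 to 447. Shared genes against isotype arrays moved for REC1 rituximab, its F(ab')2 and LT20 from 169 to 0, REC1 anti-IgM and its F(ab')2 from 1131 to 517, REC1 anti-IgM, its F(ab')2 and anti-IgG from 902 to 371, REC1 all anti-CD20 and all anti-BCR from 151 to 0 and REC1 anti-CD20 union and anti-BCR union from 566 to 110. Shared genes against isotype arrays moved for anti-CD20 and anti-BCR of SUDHL4 and REC1 from 107 to 24, anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 34 to 8, lowered by anti-BCR of the 4 lines from 25 to 15, raised by anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 22 to 5 and lowered by anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 12 to 3. Unions against isotype arrays moved for REC1 anti-CD20 from 620 to 119, REC1 anti-BCR from 1826 to 999 and REC1 unions and no SUDHL4 union from 410 to 76. Differing responses against isotype arrays moved for rituximab between SUDHL4 and REC1 from 19 to 31 and LT20 between SUDHL4 and REC1 from 12 to 23, and the cause was not tested.

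Gene lists lose calls when the correlation between genes is estimated from the arrays. Shifted lists with estimated correlation moved for anti-IgG in SUDHL4 from 11 to 4, anti-IgM in SUDHL4 from 3 to 1, anti-IgM-F(ab')2 in SUDHL4 from 5 to 2, LT20 in SUDHL4 from 8 to 5 and anti-IgM-F(ab')2 in REC1 from 16 to 10. Shifted lists with estimated correlation moved for anti-IgG in OciLy18 from 12 to 7, LT20 in OciLy18 from 8 to 0, rituximab in OciLy18 from 3 to 0, anti-IgG in Z138 from 10 to 4 and anti-IgM in Z138 from 9 to 1. Shifted lists with estimated correlation moved for anti-IgM-F(ab')2 in Z138 from 11 to 0, and the cause was not tested. Of single lists 134 of 226 kept their call and 92 lost it, and with the median over probe sets 217 and 9.

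An offset of 16 before the logarithm lowers folds of weak signals. SUDHL4 counts with the offset moved for anti-IgM from 4 to 1, anti-IgM-F(ab')2 from 43 to 23 and controls 4 to 6 against 1 to 3 from 283 to 167. REC1 counts with the offset moved for rituximab against LT20 from 32 to 15, anti-IgM-F(ab')2 against anti-IgM from 17 to 11 and anti-IgG against anti-IgM from 16 to 9. OciLy18 counts with the offset moved for LT20 from 8 to 4, anti-IgM-F(ab')2 against anti-IgM from 4 to 2 and controls 4 to 6 against 1 to 3 from 117 to 69. Z138 counts with the offset moved for LT20 from 14 to 9 and anti-IgM-F(ab')2 against anti-IgM from 5 to 3, and the cause was not tested. Shifted lists with probe set medians moved for isotype in SUDHL4 from 0 to 1. OciLy18 counts with 2 groups alone moved for rituximab from 0 to 1. SUDHL4 counts after quantile normalization moved for rituximab against LT20 from 0 to 1. REC1 counts after quantile normalization moved for anti-IgM-F(ab')2 against anti-IgM from 17 to 11. OciLy18 counts after quantile normalization moved for anti-IgM-F(ab')2 against anti-IgM from 4 to 2. OciLy18 counts with the replicate block moved for rituximab from 0 to 1. SUDHL4 counts by the study's filter moved for isotype from 0 to 1 and rituximab against LT20 from 0 to 1. REC1 counts by the study's filter moved for rituximab-F(ab')2 against rituximab from 0 to 8. OciLy18 counts by the study's filter moved for rituximab from 0 to 1. Z138 counts by the study's filter moved for isotype from 0 to 1. For these the cause was not tested.

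Without the signal filter every probe set was tested and counted, so counts rise by construction. SUDHL4 counts without a filter moved for anti-IgG from 769 to 2328, anti-IgM from 4 to 42, anti-IgM-F(ab')2 from 43 to 197, LT20 from 635 to 1711 and rituximab from 558 to 1563. SUDHL4 counts without a filter moved for rituximab against LT20 from 0 to 20, anti-IgM-F(ab')2 against anti-IgM from 0 to 3, anti-IgG against anti-IgM from 839 to 1789, anti-IgG against LT20 from 63 to 141 and controls 4 to 6 against 1 to 3 from 283 to 2209. REC1 counts without a filter moved for isotype from 69 to 218, anti-IgG from 1135 to 2829, anti-IgM from 1299 to 3605, anti-IgM-F(ab')2 from 1557 to 3608 and LT20 from 561 to 1308. REC1 counts without a filter moved for rituximab from 183 to 495, rituximab-F(ab')2 from 343 to 872, rituximab against LT20 from 32 to 98, anti-IgM-F(ab')2 against anti-IgM from 17 to 82 and anti-IgG against LT20 from 116 to 316. OciLy18 counts without a filter moved for anti-IgG from 147 to 750, anti-IgM from 390 to 1083, anti-IgM-F(ab')2 from 460 to 1329, LT20 from 8 to 97 and rituximab from 0 to 19. OciLy18 counts without a filter moved for anti-IgM-F(ab')2 against anti-IgM from 4 to 38, anti-IgG against anti-IgM from 94 to 234 and controls 4 to 6 against 1 to 3 from 117 to 1517. Z138 counts without a filter moved for isotype from 0 to 1, anti-IgG from 553 to 1638, anti-IgM from 298 to 918, anti-IgM-F(ab')2 from 468 to 1381 and LT20 from 14 to 56. Z138 counts without a filter moved for rituximab from 11 to 43, anti-IgM-F(ab')2 against anti-IgM from 5 to 61, anti-IgG against anti-IgM from 161 to 390 and controls 4 to 6 against 1 to 3 from 182 to 2402. Shared genes without a filter moved for SUDHL4 rituximab and LT20 from 481 to 1018, REC1 rituximab, its F(ab')2 and LT20 from 169 to 347, OciLy18 anti-IgM and its F(ab')2 from 319 to 712, Z138 anti-IgM and its F(ab')2 from 260 to 634 and REC1 anti-IgM and its F(ab')2 from 1131 to 2373. Shared genes without a filter moved for OciLy18 anti-IgM, its F(ab')2 and anti-IgG from 97 to 220, Z138 anti-IgM, its F(ab')2 and anti-IgG from 192 to 392, REC1 anti-IgM, its F(ab')2 and anti-IgG from 902 to 1823, SUDHL4 rituximab, LT20 and anti-IgG from 384 to 739 and REC1 all anti-CD20 and all anti-BCR from 151 to 315. Shared genes without a filter moved for REC1 anti-CD20 union and anti-BCR union from 566 to 1377, SUDHL4 anti-CD20 union and anti-IgG from 498 to 1042, anti-CD20 and anti-BCR of SUDHL4 and REC1 from 107 to 246, anti-BCR of the 4 lines from 70 to 174 and anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 34 to 92. Shared genes without a filter moved for raised by anti-BCR of the 4 lines from 45 to 98, lowered by anti-BCR of the 4 lines from 25 to 76, raised by anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 22 to 59 and lowered by anti-BCR of the 4 lines and anti-CD20 of SUDHL4 and REC1 from 12 to 33. Unions without a filter moved for REC1 anti-CD20 from 620 to 1680, REC1 anti-BCR from 1826 to 5377, SUDHL4 anti-CD20 from 712 to 2256, SUDHL4 unions and no REC1 union from 297 to 531 and REC1 unions and no SUDHL4 union from 410 to 972. Percents without a filter moved for REC1 anti-CD20 union in the anti-BCR union from 91.3 to 82.0, SUDHL4 anti-CD20 union in anti-IgG from 69.9 to 46.2 and SUDHL4 anti-CD20 union called by rituximab, LT20 and anti-IgG from 53.9 to 32.8.

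Leaving out 1 array at a time gave these ranges. For isotype in SUDHL4 0 to 1 (highest without SUDHL4 isotype replicate 3), anti-IgM in SUDHL4 2 (without SUDHL4 anti-IgM replicate 2) to 8 (without SUDHL4 control 1 to 3 replicate 2) and rituximab against LT20 in SUDHL4 0 to 5 (highest without SUDHL4 LT20 replicate 1). Ranges were also anti-IgM-F(ab')2 against anti-IgM in SUDHL4 0 to 1 (highest without SUDHL4 anti-IgM-F(ab')2 replicate 2), rituximab-F(ab')2 against rituximab in REC1 0 to 3 (highest without REC1 rituximab-F(ab')2 replicate 1) and anti-IgG against anti-IgM in REC1 6 (without REC1 anti-IgG replicate 1) to 17 (without REC1 anti-IgG replicate 3). Ranges were also isotype in OciLy18 0 to 1 (highest without OciLy18 control 1 to 3 replicate 2), LT20 in OciLy18 5 (without OciLy18 LT20 replicate 1) to 15 (without OciLy18 LT20 replicate 3) and rituximab in OciLy18 0 to 4 (highest without OciLy18 control 1 to 3 replicate 2). Ranges were also anti-IgM-F(ab')2 against anti-IgM in OciLy18 2 (without OciLy18 anti-IgM replicate 2) to 6 (without OciLy18 anti-IgM replicate 1), anti-IgM-F(ab')2 against anti-IgM in Z138 3 (without Z138 anti-IgM replicate 3) to 6 (without Z138 anti-IgM replicate 1) and SUDHL4 anti-CD20 union in anti-IgG 64.7 (without SUDHL4 LT20 replicate 1) to 70.4 (without SUDHL4 anti-IgG replicate 2). Ranges were also SUDHL4 anti-CD20 union called by rituximab, LT20 and anti-IgG 47.5 (without SUDHL4 LT20 replicate 1) to 55.5 (without SUDHL4 LT20 replicate 2) and the log2 difference of untreated MS4A1, REC1 against OciLy18 0.12 (without REC1 control replicate 2) to 0.20 (without REC1 control replicate 3). The counts not named stayed within 1.5 times their value. A group left with 2 arrays is assumed to vary like the others.

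Of single genes named in the text, 308 of 309 kept their call and direction after quantile normalization, 308 of 311 with the offset of 16, 305 of 311 with no signal filter, and all 254 with the replicate block and 301 with a model of the 2 groups alone. Against isotype arrays 216 of 266 kept it, 48 lost it, 1 gained it and 1 was reversed. The reversed gene is LCP2 with anti-IgM in REC1, higher than in untreated cells but at a log2 change of -0.80 against isotype arrays, where its signal is higher still. With all controls 162 of 171 kept the call, with controls 1 to 3 169 and with controls 4 to 6 153. Leaving out 1 array changed the call in 9 of 1864 cases, 7 lost and 2 gained, and the cause was not tested. EGR3 with anti-IgG in OciLy18 is 1 of those lost, without replicate 3 of anti-IgG (log2 change 2.42). After quantile normalization CD38 with anti-IgM in REC1 is not called (log2 change -0.92).

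Of untreated signals 83 of 96 stayed within 1.5 times their value after quantile normalization of all arrays and all 72 with controls 1 to 3 only, and all 24 differences between untreated lines kept their call under both. Quantile normalization moves the share of raised genes from 40.2% to 50.5% with anti-IgG and from 35.0% to 48.6% with LT20 in SUDHL4, and from 36.0% to 47.1% with anti-IgG in REC1. Signals under 100 were taken as too near background to test, on arrays whose medians are 8.5 to 20.24, so genes below that level have no result and absence of a call there says nothing. A change under 2-fold is never called, whatever the number of arrays. The alternative with detection calls was not run, since the values hold none, and control alternatives do not exist for REC1.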

Differences from the paper's values

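The counts compared use the paper's limits of 2-fold and a mean signal above 100, with a test added and its detection call left out, and all alternatives named here were set before the data were examined. Of 44 counts and percents 37 lie within 1.5 times the paper's value, as do 35 of 35 untreated signals.

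Genes changed by rituximab in OciLy18 are 0 here and 1 in the paper. The gap to the paper closes to within 1.5 times with the replicate block (1), a model of the 2 groups alone (1) and the study's filter with no test (1), and not with the offset of 16 (0), quantile normalization (0), no signal filter (19), all controls as reference (12), controls 1 to 3 (0), controls 4 to 6 (134), isotype arrays as reference (0) and probe sets counted (0). Leaving out arrays reaches it without OciLy18 rituximab replicate 1 (1) and in none of the other 5 cases, the counts running from 0 to 4, the most without OciLy18 control 1 to 3 replicate 2.

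With the isotype antibody in Z138 the count is 0 here and 1 in the paper. It closes in the same sense with no signal filter (1) and the study's filter with no test (1), and not with the offset of 16 (0), quantile normalization (0), the replicate block (0), all controls as reference (17), controls 1 to 3 (0), controls 4 to 6 (235), a model of the 2 groups alone (0) and probe sets counted (0), and without any 1 array it is 0 to 0.

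The 3 anti-CD20 antibodies share, in REC1, 169 here and 98 in the paper. Within 1.5 times of the paper it comes with the offset of 16, and not with quantile normalization (183), no signal filter (347), the replicate block (169), isotype arrays as reference (0), a model of the 2 groups alone (172), the study's filter with no test (173) and probe sets counted (204), and without any 1 array it is 162 to 185.

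Common to all 6 antibodies in REC1 are 151 here and 89 in the paper. The gap again closes with the offset of 16 (118), and not with quantile normalization (165), no signal filter (315), the replicate block (151), isotype arrays as reference (0), a model of the 2 groups alone (154), the study's filter with no test (153) and probe sets counted (183), and without any 1 array it is 145 to 164.

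In SUDHL4 and REC1 both kinds of antibody share 107 here and 65 in the paper. This gap closes with the offset of 16 (88), and not with quantile normalization (106), no signal filter (246), all controls as reference (100), controls 1 to 3 (101), controls 4 to 6 (107), isotype arrays as reference (24), a model of the 2 groups alone (107), the study's filter with no test (107) and probe sets counted (114), and without any 1 array it is 103 to 110.

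Raised by anti-BCR antibodies in the 4 lines are 45 here and 25 in the paper. The difference closes with isotype arrays as reference (37), and not with the offset of 16 (41), quantile normalization (49), no signal filter (98), all controls as reference (47), controls 1 to 3 (59), controls 4 to 6 (42), a model of the 2 groups alone (45), the study's filter with no test (45) and probe sets counted (49), and without any 1 array it is 44 to 49.

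Raised in the 4 lines and by anti-CD20 antibodies in SUDHL4 and REC1 are 22 here and 5 in the paper. It closes with isotype arrays as reference (5), and not with the offset of 16 (20), quantile normalization (27), no signal filter (59), all controls as reference (21), controls 1 to 3 (22), controls 4 to 6 (22), a model of the 2 groups alone (22), the study's filter with no test (22) and probe sets counted (22), and without any 1 array it is 19 to 24.

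The count for rituximab and its fragment in REC1 in Table 1 prints 2 numbers run together and was not compared. The paper names SYK as repressed by both kinds of antibody in SUDHL4, and here 1 SYK probe set is called with anti-IgG and 1 with LT20 but 0 with rituximab, where the main one is 1.62-fold lower.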

Other observations

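The splits of arrays reported last and the gene lists were set before the data were examined. The genes the study names were known by then, and some lists hold them.

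With anti-IgM in REC1 HK2 rose 3.03-fold, PFKP 2.61-fold and SLC2A3 4.96-fold, next to 1.69-fold, 1.47-fold and 3.03-fold with the isotype antibody, none called. The list glycolysis and glucose uptake shifted by camera (median log2 change 0.15, adjusted p = 0.0227, and 0.127 with an estimated correlation, 3 of 13 called). The list ribosome biogenesis rose (median log2 change 0.66, adjusted p = 9.63e-05, and 0.00476 with an estimated correlation), with RRP12 2.60-fold higher, 4 of 11 called and 2 over the list alone. With the isotype antibody it shifted too (median log2 change 0.23, adjusted p = 3.17e-06, and 0.00102 with an estimated correlation), as did glycolysis and glucose uptake (median log2 change 0.10, adjusted p = 3.46e-04, and 0.0329 with an estimated correlation) and cholesterol synthesis (median log2 change 0.21, adjusted p = 1.93e-05, and 0.0195 with an estimated correlation), with 0 members called in each and RRP12 1.38-fold higher, so part of these REC1 shifts is not particular to anti-IgM. In SUDHL4 with rituximab glycolysis and glucose uptake had median log2 change 0.22, adjusted p = 0.00144, and 0.0396 with an estimated correlation. DNA replication genes fell with anti-IgM in REC1 (median log2 change -0.43, adjusted p = 8.64e-04, and 0.0265 with an estimated correlation, 2 of 17 called) and OciLy18 (median log2 change -0.46, adjusted p = 2.52e-07, and 0.00330 with an estimated correlation, 2 of 17 called), and cholesterol synthesis genes rose in REC1 with anti-IgM (median log2 change 0.70, adjusted p = 2.06e-05, and 0.0134 with an estimated correlation, 3 of 10 called, 1 over the list alone).

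Identity genes of B cells moved in part. Of 18 B cell transcription factors 2 rose and 7 fell with anti-IgM in REC1, BCL11A 3.27-fold and PAX5 2.47-fold lower against 1.14-fold lower and 1.03-fold higher with the isotype antibody, neither called, and the group was not shifted (median log2 change -0.43, adjusted p = 0.202, and 0.303 with an estimated correlation). SLAMF7 rose 76.2-fold and CD38 was 2.12-fold lower there, next to 2.10-fold higher and 1.22-fold lower with the isotype antibody, not called, and the plasma cell markers as a group were not shifted (median log2 change 0.52, adjusted p = 0.243, and 0.374 with an estimated correlation). In SUDHL4 with rituximab these markers have a median of -0.77 but a mean of 0.21, so the sign depends on the summary. HLA-DMB rose 3.07-fold and RFXAP was 2.09-fold lower with rituximab in SUDHL4, the RFXAP call being lost without replicate 3 of the controls (log2 change -0.98), and MHC class II presentation shifted up (median log2 change 0.34, adjusted p = 6.37e-04, and 0.00903 with an estimated correlation, 3 of 12 up, 1 over the list alone). With anti-IgM in REC1 BCL2 rose 2.58-fold and CASP8 was 3.23-fold lower, CDKN1A rose 11.8-fold and DDB2 was 11.3-fold lower, and neither apoptosis regulators (median log2 change 0.21, adjusted p = 0.20, and 0.301 with an estimated correlation) nor p53 targets (median log2 change -0.15, adjusted p = 0.941, and 0.946 with an estimated correlation) shifted. With the isotype antibody CDKN1A was 3.04-fold and BCL2 1.22-fold higher, and DDB2 1.53-fold and CASP8 1.30-fold lower, none called. The interferon-stimulated genes fell with anti-IgM in REC1 (median log2 change -0.89, adjusted p = 0.0113, and 0.0989 with an estimated correlation, 2 of 5 called).

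T cell markers were tested in REC1 alone, where 3 genes reach the signal limit, and 2 fell with anti-IgM (median log2 change -1.06, adjusted p = 0.0354, and 0.127 with an estimated correlation). Fewer than 3 monocyte or NK cell markers reach it in any line, so those lists were not tested.

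Splits of 3 arrays against 3 number 10, too few for a share under 0.05. In SUDHL4 the real split alone reached its count, 1 of 10 splits with 0 as the highest other, for anti-IgG (769), anti-IgM (4), anti-IgM-F(ab')2 (43), LT20 (635), rituximab (558) and controls 4 to 6 against 1 to 3 (283). SUDHL4 gave 1 of 10 splits as well for anti-IgG and anti-IgM (839 against 539 in the highest other). All 10 splits of SUDHL4 reached the real 0 of isotype (highest other 1), rituximab and LT20 (highest other 3) and anti-IgM-F(ab')2 and anti-IgM (highest other 0). As large in SUDHL4 were 4 of 10 splits for anti-IgG and LT20 (63, highest other 705). In REC1 the real split alone reached its count, 1 of 10 splits with 0 as the highest other, for isotype (69), anti-IgG (1135), anti-IgM (1299), anti-IgM-F(ab')2 (1557), LT20 (561), rituximab (183), rituximab-F(ab')2 (343), rituximab and LT20 (32), anti-IgM-F(ab')2 and anti-IgM (17) and anti-IgG and anti-IgM (16). REC1 gave 1 of 10 splits as well for anti-IgG and LT20 (116 against 1 in the highest other). All 10 splits of REC1 reached the real 0 of rituximab-F(ab')2 and rituximab (highest other 0). In OciLy18 the real split alone reached its count, 1 of 10 splits with 0 as the highest other, for anti-IgM (390), anti-IgM-F(ab')2 (460), anti-IgM-F(ab')2 and anti-IgM (4) and controls 4 to 6 against 1 to 3 (117). OciLy18 gave 1 of 10 splits as well for anti-IgG (147 against 1 in the highest other) and LT20 (8 against 1 in the highest other). All 10 splits of OciLy18 reached the real 0 of isotype (highest other 1) and rituximab (highest other 3). As large in OciLy18 were 4 of 10 splits for anti-IgG and anti-IgM (94, highest other 303). In Z138 the real split alone reached its count, 1 of 10 splits with 0 as the highest other, for anti-IgG (553), anti-IgM (298), anti-IgM-F(ab')2 (468), LT20 (14), rituximab (11), anti-IgM-F(ab')2 and anti-IgM (5) and controls 4 to 6 against 1 to 3 (182). All 10 splits of Z138 reached the real 0 of isotype (highest other 1). As large in Z138 were 4 of 10 splits for anti-IgG and anti-IgM (161, highest other 381). Outside REC1, splits of anti-IgG with anti-IgM or LT20 keep the difference between the control triplicates. Their counts are no baseline without change and say nothing on the samples. These antibodies are compared with different control triplicates, and the splits mix the treated arrays while the controls stay in place.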
